# Diffusible retinal secretions regulate the expression of tight junctions and other diverse functions of the retinal pigment epithelium

**Published:** 2008-12-08

**Authors:** Ru Sun, Shaomin Peng, Xiang Chen, Heping Zhang, Lawrence J. Rizzolo

## Abstract

**Purpose:**

The retinal pigment epithelium (RPE) forms the outer blood-retinal barrier. It is unclear how culture conditions might alter barrier properties of isolated RPE. We examined whether retinal secretions that increase the barrier functions of tight junctions in vitro also make gene expression in general more in vivo-like.

**Methods:**

Chick RPE from embryonic day 7 (E7) and E14 were cultured on filters. Media conditioned by organ culture of E14 neural retinas was added to the apical medium chamber. RNA was isolated to probe the chick genome on Affymetrix microarrays, and expression was compared to native E14 RPE. Expression was further analyzed by quantitative real-time PCR immunoblotting and immunocytochemistry.

**Results:**

More than 86% of the genes expressed in vivo were expressed in basal culture conditions, including RPE-specific markers such as RPE65 and bestrophin. E14 retinal conditioned medium affected 15% of the transcriptome in E7 cultures (24% if serum was included), but only 1.9% in E14 cultures (12% with serum). Examination of 610 genes important for RPE function revealed that mRNAs for 17% were regulated by retinal conditioned medium alone in E7 cultures, compared to 6.2% for E14. For tight junctions, retinal conditioned medium had the most effect on members of the claudin family. Besides regulating mRNA levels, immunoblotting and immunocytochemistry suggested additional mechanisms whereby retinal secretions regulated protein expression and localization.

**Conclusions:**

Gene expression in primary cultures of embryonic RPE resembled the native tissue, but differentiation and the levels of gene expression became more in vivo-like when elements of the retinal environment were introduced into the medium bathing the apical side of the cultures. Albeit insufficient, retinal secretions promoted differentiation of immature RPE and helped maintain the properties of more mature RPE.

## Introduction

The retinal pigment epithelium (RPE) separates the outer layer of the neural retina from the capillaries of the choroid to form the outer blood-retinal barrier. Tissue interactions within the retina and choroid would be expected to regulate barrier properties along with other functions of the RPE. The RPE is the first cell type to differentiate in the retina, but as the neural retina and choroid develop around it, 40% of the RPE transcriptome will change its expression [1]. Many culture systems have been devised to study the RPE in isolation [2–9]. Each has strengths and weaknesses, but it is difficult to define what a differentiated cell should be. Rather than ask whether an RPE cell can become fully differentiated in isolation, it might be instructive to ask how an environmental interaction with the retina or choroid affects gene expression. Typically, an RPE-specific process or a few proteins or genes are used to determine whether a culture treatment improves or lessens the level of differentiation, or whether a culture model is suitable to test the physiologic response to a drug. However, different RPE functions need not be regulated in parallel, and signal transduction pathways function as an integrated web of many pathways. Although interventions that regulate cultured RPE are interesting in their own right, they occur in a context that does not exist in vivo. Barrier function is a measure of cell differentiation that reflects the interweaving of complex intracellular networks. We demonstrated that some aspects of barrier function can be enhanced by engineering the apical and basal environments to resemble the native environment [10]. Do our culture manipulations promote differentiation in general, or is it possible that as some aspects of cell behavior become more in vivo-like, others dedifferentiate?

We studied tissue interactions in a chick embryonic model for several reasons. Tissue is readily obtained from early and late developmental periods in quantities amenable to primary cell culture. Primary cell culture avoids the problem of dedifferentiation that results from adaptation to cell culture and passaging [11]. Retinal explants and conditioned medium regulate RPE functions [10,12,13]. The entire chick genome has been sequenced, which allows us to examine the entire transcriptome. A molecular definition for differentiation is provided by the published time course for RPE gene expression during normal development [1].

Among its various components, the blood retinal barrier requires tight junctions to retard transepithelial diffusion through the paracellular spaces. By freeze-fracture electron microscopy, tight junctions appear as a necklace of strands that encircle each cell. These strands reside in the apical end of the lateral membranes with the adherens junctions that bind each cell to its neighbors in the monolayer [14]. When the RPE is established in chick embryos on embryonic day 3 (E3), there are gap and adherens junctions in the apical junctional complex, but no tight junctions [15,16]. Even on E7, there are very few tight junctional strands [10]. The end of this stage is marked by an event in retinal development, the protrusion of photoreceptor inner segments through the outer limiting membrane [8]. During the intermediate phase of development (E9-E15) these strands grow in length and number to form an anastomosing network that completely encircles each cell. When this anastomosing network is complete, the junctions become functional [10,17], but the structure and the composition of the tight junctions continue to change through the late phase of development [18]. The late phase begins on E16, when outer segments of the photoreceptors begin to appear and ends with hatching on E21. The functions of the gap, adherens, and tight junctions are intertwined, and like the tight junctions, all members of the apical junctional complex are continuously remodeled throughout development [8,15,19,20]. The complex is a telling marker of differentiation, because it lies at the nexus of cellular pathways that regulate cell size, shape, polarity, proliferation, and barrier function [21–25].

One assay that reflects the function of tight junctions is the transepithelial electrical resistance (TER). The TER of RPE cultured from the early phase (E7) is low [26]. Even though the formation of tight junctions is induced by the artificial culture conditions, there are many discontinuities in the network of tight junctional strands [10]. Although E14 RPE has a continuous network of tight junctional strands in vivo, the strands become discontinuous when the cells are placed in culture. A serum-free medium that is conditioned by the organ culture of E7 neural retinas can increase the TER modestly, but E14 retinal conditioned medium is more effective [7]. This E14 retinal conditioned medium (rcSF3) seals the discontinuities of E7 and E14 cultured RPE, which results in a higher TER and more mature tight junctional structure [10]. Unless rcSF3 is added within days of culturing, RPE loses its ability to respond [7]. The effect of rcSF3 is quite different from the process of initial dedifferentiation followed by a months-long redifferentiation process that has been observed in cultured RPE [2–4,27]. Rather than an agent that induces cultured RPE to redifferentiate, rcSF3 appears to retard the initial dedifferentiation of primary cultures.

The current study addresses the hypothesis that E14 retinal conditioned medium maintains the differentiated state of E14 RPE that was placed in primary cell culture, and advances the differentiation of cultured E7 RPE. For the purposes of this study, we use the transcriptome of E14 RPE in vivo as a molecular definition of differentiation for this developmental stage. A variety of structures and pathways important for RPE functions are studied in some detail, but the major focus is on the genes and proteins of the tight junction.

## Methods

RPE was isolated from E7 and E14 White Leghorn chicken embryos (Sunrise Farms, Catskill, NY) and cultured on Transwell filters (Costar, Cambridge, MA), as described previously [26,28]. Briefly, the apical medium chamber contained SF3, a serum-free medium, or a retinal conditioned medium (rcSF3). The rcSF3 was prepared by incubating neural retinas that were isolated from E14 embryos in SF3 for 6 h at 37 °C. For all cultures, the basolateral medium chamber contained SF2 medium, which is SF3 that was supplemented with 45 µg/ml bovine pituitary extract (Upstate Biotechnologies, Lake Placid, NY). Medium was changed every other day, and cells were harvested on day 9, when the cultures were quiescent and had attained a stable TER [7]. TER was measured at 33 °C using endohm electrodes (World Precision Instruments, Sarasota, FL). Measurements were made in a modified SF3 in which the bicarbonate of DMEM was replaced with 20 mM HEPES (pH 7.2) on both sides of the culture (Invitrogen, Carlsbad, CA). Similar results were obtained in SF3, but the modified SF3 had the advantage that the pH was stable during the time the measurements were made.

### Hybridization to the microarray and quantification by the reverse-transcriptase polymerase chain reaction

Filters with cultured RPE were stored in RNAlatter (Qiagen, Valencia, CA) [10]. Total RNA isolation was performed with the RNeasy minikit (Qiagen), which was used according to the manufacturer's protocols. For hybridization to the microarray, three biologic repeats were prepared for each culture condition. For each biologic repeat, RPE was pooled from 6 filters bearing RPE that were plated on the same day. The quality of the total RNA was assessed by the Keck Center, Yale University (New Haven, CT) using formamide gels and a 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA). The Keck Center also performed the hybridization to microarrays of the chicken genome (Affymetrix, Santa Clara, CA) along with the initial statistical analysis for quality control.

Quantitative assays of specific mRNAs were performed using real time RT–PCR, as described [10]. Briefly, each of the biologic repeats used for quantitative RT–PCR was prepared separately from the biologic repeats used for hybridization to the microarray. The RNA concentration of each preparation was determined by fluorimetry using the Quant-iT Ribogreen RNA Assay Kit (Invitrogen, Carlsbad, CA) and a TBS-380 fluorimeter (Turner Biosystems, Sunnyvale, CA). The primer sets are listed in Table 1. Copy numbers were determined from a standard curve that was generated using linearized plasmid containing the relevant claudin or zonula occuldens-3 (ZO-3) sequence. Qualitatively, the data were reproducible, based on at least 3 independent experiments. Despite the use of 18S RNA as an internal standard, day to day variability made an absolute determination of copy number/ng total RNA very difficult. To minimize this variability and make comparisons between RNA samples from multiple culture conditions, all of the data within a single figure panel were collected on the same day, using the same master mix of reagents for the reverse transcriptase and polymerase chain reaction steps. Each data point is the average of 3–4 biologic replicates, and the standard error is reported.

**Table 1:** Primers used in this study for quantitative real-time RT–PCR.

**Name**	**Upstream 5′-3′**	**Downstream 5′-3′**
Claudin 1	GGATGGGTATCATCATCAGCA	AGCCACTCTGTTGCCATACC
Claudin 2	GAGCTCCTGTGCTGTCTCCT	ACTCACTCTTGGGCTTCTGC
Claudin 4L2	TGGATGAACTGCGTCTACGA	CATGATGATGGAGGTGACCA
Claudin 5	AGCCATTATTCCAGGTTCTCC	AAGGCAAGTGCATGTTACCG
Claudin 12	GCATGTAAGAGCCTGCCTTC	GTGTCACAACAGGGATGTCG
Claudin 19 (set 1)	GGTTTCTTTGGCATCATCGT	CTGTGTGGCGTACAAGGAGA
Claudin 19 (set 2)	TCTCCTTGTACGCCACACAG	CGGTAGTACTGCTGTCCTTGG
Claudin 20 (set 1)	TAACGCAGATGCAAGGACTG	GCAGACTCCTCCAGCAAAAC
Claudin 20 (set 2)	GACGGTCCCATTCAAGAGAA	ATGTCTCCAAAAACGCCAAA
ZO-3	GACACAAACATGGACGATGC	AATGCGTCCGGATGTAGAAG

### Data processing and statistical clustering

The data were first filtered to remove those probes not expressed at any time point. A probe is considered to be expressed at a time point if it is detected (i.e., labeled as “P” by GeneChip Operating Software; Affymetrix) in at least half of the replicates. For those probes expressed, the raw expression signal was log-transformed (natural logarithms). To identify significantly differentially expressed probes, we applied classic one-way ANOVA analysis.

The Short Time-series Expression Miner (STEM, version 1.2.2b) software [29] with default parameters was used for analyzing the set of regulated probes. Briefly, STEM implements a novel clustering method that depends on a set of distinct and representative short temporal expression profiles, and each probe in the data set is assigned to a profile with closest match. The expected number of probes assigned to each profile is estimated by permutation, and the statistically significantly overexpressed profiles are then identified. A probe is considered regulated by culture conditions if its p value is less than or equal to a threshold that yields a theoretical false discovery rate of 5% [30].

### Identification of protein pathways

For detailed analysis, we selected 13 cohorts of proteins that are important for RPE function. These included the visual cycle, melanogenesis, phagocytosis, lysosomes, tight junctions, adherens junctions, gap junctions, cytoskeletal elements and regulators, plasma membrane transporters, extracellular matrix proteins, extracellular matrix receptors, transcription factors, and signal transduction proteins [1]. To cast a broad net, we used Protein Lounge to identify candidates for these cohorts. Because of the limited annotation of the chick genome, some important candidates were omitted. Affymetrix, Ensembl, and DAVID software were used to correlate probe-set identifier numbers with the mRNA that they represent.

### Immunoblotting

RPE sheets isolated from E7, E10, E14, and E18 chick embryos or cultured RPE were solubilized on ice in 200 μl of 25 mM tris buffer, pH 8.0, containing 2% sodium dodecyl sulfate and 10 μl/ml Protease Inhibitor Cocktail (Sigma-Aldrich, St. Louis, MO). Melanin granules were removed by centrifugation. Detergent-resistant multimers of claudin were prevented from forming by adding 5 mM EDTA along with 50 μl of gel-loading buffer. The samples were incubated for 10 min at 37 °C and then for 5 min in a boiling water bath. Protein concentration was determined using the Micro BCA protein assay kit (Pierce, Rockford, IL). Equal amounts of protein were resolved by sodium dodecyl sulfate–PAGE and followed by immunoblotting. The level of α-tubulin staining was used as an internal standard to normalize each sample. Rabbit polyclonal antisera to claudins 1, 2, 4L2, 12, and 20 and to ZO-3 were raised by Antibody Solutions (Palo Alto, CA). Antisera to claudins 1, 2, and 12 were characterized previously [10]. Affinity purified antibodies were prepared by Antibody Solutions for claudins 4L2 and 20 and for ZO-3. Mouse monoclonal antibodies against α-tubulin were purchased from Zymed (San Francisco, CA). The immunoblots were developed using HRP conjugated secondary antibodies and ECL plus chemiluminescence reagent (Amersham Life Science, Arlington Heights, IL).

### Immunofluorescence

The subcellular distribution of claudins and ZO-3 was determined by indirect immunofluorescence. Cultures or tissues were fixed with 100% ethanol at 4 °C for 30 min, and labeled, as described previously [10,28]. ML-grade secondary antibodies conjugated with Cy2 and Cy3 dyes were purchased from Jackson ImmunoResearch Laboratories (West Grove, PA). Fluorescence images were acquired with an Axioskop (Carl Zeiss, Inc., Thornwood, NY), or a FluoView 300 confocal, microscope (Olympus, Melville, NY).

## Results

### Statistical clustering of the transcriptome based on the transepithelial electrical resistance

The TER of the cultures used for the microarray analysis is reported in Figure 1. The data are arranged in the order of increasing TER. For each culture condition, the TER of E14 cultures was higher than that of E7. In each culture, E14 retinal conditioned medium (rcSF3) increased the TER 3–4 fold. These data confirmed earlier studies that demonstrated how the increase in TER correlated with a rearrangement of tight junctional strands into a functional network, and correlated with altered expression of the claudin family members that form the strands [10]. Serum by itself induced a modest increase in the TER, but slightly decreased the effect of rcSF3. 

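RPE isolated from E7 or E14 embryos was compared in 4 media: SF3, SF3 with serum in the basal chamber, rcSF3 with serum, and rcSF3 alone. Each of the 8 groups was measured on 3 arrays of the chicken genome, which makes 24 arrays, and this number limits the precision of every value. The array reads each mRNA with 1 or more probe sets, and its signal is in arbitrary units. The authors scaled each array to a common level, so that the mean without the highest and lowest 2% of signals is the same on all of them. The signals were used as given, on the log2 scale, and 96 control probe sets were left out. For each age, the probe sets with the highest mean signal were kept, in the numbers that Table 3 gives as expressed (19360 for E7 and 18540 for E14). The media of 1 age were compared with limma over 12 arrays, and the ages over all 24. The p values were adjusted by the method of Benjamini and Hochberg, and a gene counts as changed when its adjusted p is under 0.05. A gene with several probe sets is represented by the kept probe set with the highest mean signal. Correlations between arrays of the same group lay between 0.918 and 0.939, and those between groups of the same age between 0.905 and 0.935. The signal of the 3' probe sets of actin over its 5' probe sets, which rises when RNA is degraded, moved with serum. In E7 cultures its log2 ratio was 0.75 ± 0.12 in SF3 and 0.63 ± 0.10 in rcSF3, against 0.37 ± 0.06 in SF3 with serum and 0.27 ± 0.10 in rcSF3 with serum (SD, n = 3 each). The same ratio for GAPDH, another control mRNA, did not fall with serum. It was -0.14 ± 0.02 in SF3 and -0.15 ± 0.04 in rcSF3, against -0.09 ± 0.03 and -0.03 ± 0.05 with serum.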

Total RNA was isolated from these cultures and hybridized to microarrays of the chick genome. Three biologic repeats were analyzed for each culture condition. The raw data has been deposited in the GEO database under the accession number, GSE10538, and the mean for each probe set is included in Appendix 1.

**Figure 1:**
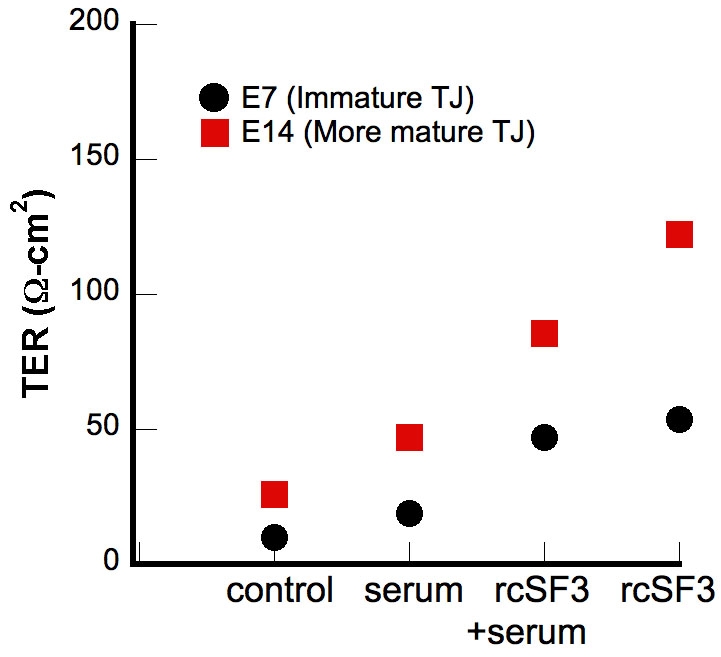
The transepithelial electrical resistance (TER) of cultured RPE is affected by serum and embryonic day 14 (E14) retinal conditioned medium (rcSF3). RPE was isolated from E7 or E14 cultures and cultured in control media (SF3, defined in the Methods, in the apical medium chamber and SF2, defined in the Methods, in the basal chamber) or with the following modifications: In some cultures, the basal media was supplemented with 2% FBS (indicated by “serum”). In some cultures, the apical medium replaced by retinal conditioned medium (indicated by rcSF3). Each data point is the average of 6–9 cultures. The standard error was smaller than the symbols.

To find genes that might be coordinately regulated, we used STEM software to cluster genes according to how their expression varied among the culture conditions indicated in Figure 1. A graphic representation of the statistically significant clusters is shown in Figure 2, along with the number of probe sets included in each cluster. The membership of each cluster is listed in Appendix 2. 

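Serum alone changed 7365 probe sets in E7 cultures, of which 3297 were higher and 4068 lower than in SF3. In E14 cultures it changed 4586, with 2274 higher and 2312 lower. The mitochondrial creatine kinase gene CKMT1B had the largest increase at both ages, with a log2 fold change of 4.79 (SE 0.19, adjusted p = 9.4e-10) in E7 and 4.05 (SE 0.18, adjusted p = 5.4e-09) in E14 cultures. CDH11, a cadherin of mesenchymal cells, had a signal of 91.3 ± 36.1 in SF3, 362 ± 78 with serum, and 94.8 ± 34.3 in rcSF3 (SD, n = 3, E7). The histone deacetylase gene HDAC9 had a signal of 592 ± 35.1 in SF3 and 506 ± 51 with serum, against 223 ± 5.85 in rcSF3 (SD, n = 3, E7). The 4 group means of every probe set that differed among the media were matched to 26 simple shapes, in place of STEM, and the numbers expected came from permuting the means. Shapes with an effect of serum alone held 3238 of 11730 probe sets in E7 cultures, where 1660.3 were expected, and 2729 of 7708 in E14 cultures, where 1160.9 were expected. Shapes with an effect of rcSF3 alone held 1891 in E7 cultures, above the same expected number, and 642 in E14 cultures, below it. A closest shape is not a test that the other stimulus had no effect, and differences from the expected numbers were not tested. The ratio of 3' to 5' actin signal also differed between cultures with and without serum, at 0.40 ± 0.07 and 0.75 ± 0.03 on the log2 scale in E14 cultures (SD, n = 3). That of GAPDH did not, at -0.13 ± 0.04 and -0.13 ± 0.01 in the same cultures.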

Some genes were regulated only by serum (clusters 13 and 39), but none were regulated only by rcSF3. 

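The liver-type enzyme gene TAT, tyrosine aminotransferase, and the receptor gene EPHA3 responded to rcSF3 less when serum was present in E7 cultures. Their log2 changes with rcSF3 were lower with serum by an interaction of -3.76 (SE 0.52, adjusted p = 0.0016) for TAT and -2.77 (SE 0.24, adjusted p = 8.6e-05) for EPHA3. The SF3 signal of TAT lay under the filter level, and with signals raised to 104 its value is -2.35. FMN1, which encodes the actin nucleator formin 1, had its highest signal with both stimuli in E7 cultures. Its signal was 1860 ± 154 in SF3, 3440 ± 407 with serum, 3690 ± 373 in rcSF3, and 5390 ± 145 with both (SD, n = 3). Across all probe sets, the interaction of serum and rcSF3 passed the threshold for 406 in E7 cultures and 121 in E14 cultures. These 2 counts changed by more than 1.5 times with the settings, from 132 to 939 for E7 and from 0 to 507 for E14, and an unmoderated analysis of variance left no call for TAT (adjusted p = 0.06). Shapes in which serum and rcSF3 act in opposite directions held 2773 probe sets in E7 cultures, where 1672.2 were expected, and 1814 in E14 cultures, where 1047.4 were expected. These are closest matches, in which neither effect was tested. Of 2448 probe sets past the threshold for both serum alone and rcSF3 alone in E7 cultures, 1835 moved the same way and 613 the opposite way. In E14 cultures these numbers were 667 and 129 of 796. Both comparisons share the SF3 arrays, which favors the same direction. From its clusters, the paper describes how apical and basal stimuli could modulate each other's effects by augmenting or negating them.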

As summarized in Table 2, the clusters indicated how apical (rcSF3) and basal (serum) stimuli could modulate each other’s effects on gene expression by augmenting or negating the effect of the other. Various classical markers of RPE differentiation were regulated in different ways that are summarized here and discussed in greater detail in the next section. 

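RPE65, the isomerohydrolase of the visual cycle, was read by 1 probe set. In E7 cultures its signal was 11000 ± 2490 in SF3, 14800 ± 961 in SF3 with serum, 20500 ± 1810 in rcSF3 with serum, and 25400 ± 1450 in rcSF3 (SD, n = 3 each). With rcSF3 alone this is a log2 fold change of 1.23 (SE 0.12, adjusted p = 2.7e-06), and each rcSF3 array lay above each SF3 array. Serum alone gave 0.44 (SE 0.12, adjusted p = 0.0082), and rcSF3 added to serum gave 0.48 (SE 0.12, adjusted p = 0.0099). The last of these missed the threshold in an unmoderated analysis of variance (adjusted p = 0.062) and without replicate 1 of rcSF3 with serum (adjusted p = 0.054).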

In E7 cells, RPE65 mRNA (cluster 42) was present at low levels in basal culture conditions and increased with the progression of TER depicted in Figure 1. In E14 cells, RPE65 mRNA was expressed at higher levels that were unaffected by serum or rcSF3. By contrast, bestrophin mRNA was expressed at high levels regardless of culture condition. 

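In SF3, the E14 cultures had 28200 ± 1430 units of RPE65 signal (SD, n = 3), a log2 fold change of 1.37 over E7 cultures (SE 0.11, adjusted p = 2e-09). Their response to rcSF3 was 0.16 on the log2 scale (SE 0.09, adjusted p = 0.27). The E7 response exceeded it by 1.06 (SE 0.16, adjusted p = 0.00019), a test of the difference between the ages. With serum the signal was 23200 ± 1760, a log2 fold change of -0.28 (SE 0.09, adjusted p = 0.029), and rcSF3 added to serum gave 0.04 (SE 0.09, adjusted p = 0.86). The decrease with serum missed the threshold in 9 of 17 other settings, among them quantile normalization (log2 fold change -0.11, adjusted p = 0.088) and leaving out replicate 1 or 2 of SF3 or replicate 1 or 2 of SF3 with serum (adjusted p up to 0.12).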

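BEST1, which encodes the chloride channel bestrophin 1, had a signal of 5740 ± 387 in SF3 and 4260 ± 524 in rcSF3 in E7 cultures (SD, n = 3). It fell by 0.44 on the log2 scale with rcSF3 (SE 0.12, adjusted p = 0.014). In E14 cultures the signal was 5060 ± 45.7 in SF3 and 6140 ± 147 in rcSF3, a log2 fold change of 0.28 (SE 0.09, adjusted p = 0.054, 0.046 with the replicate number as a block, and 0.039 after quantile normalization). The 2 responses differed by -0.71 (SE 0.16, adjusted p = 0.0065). Serum raised BEST1 in E14 cultures by 0.42 (SE 0.09, adjusted p = 0.0028), and its E7 value was -0.08 (SE 0.12, adjusted p = 0.64). The decrease in E7 cultures missed the threshold in 3 of 17 other settings, without replicate 3 of rcSF3 (adjusted p = 0.065), without replicate 2 of SF3 (adjusted p = 0.052) and in an unmoderated analysis of variance (adjusted p = 0.065).

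**Figure D1:**
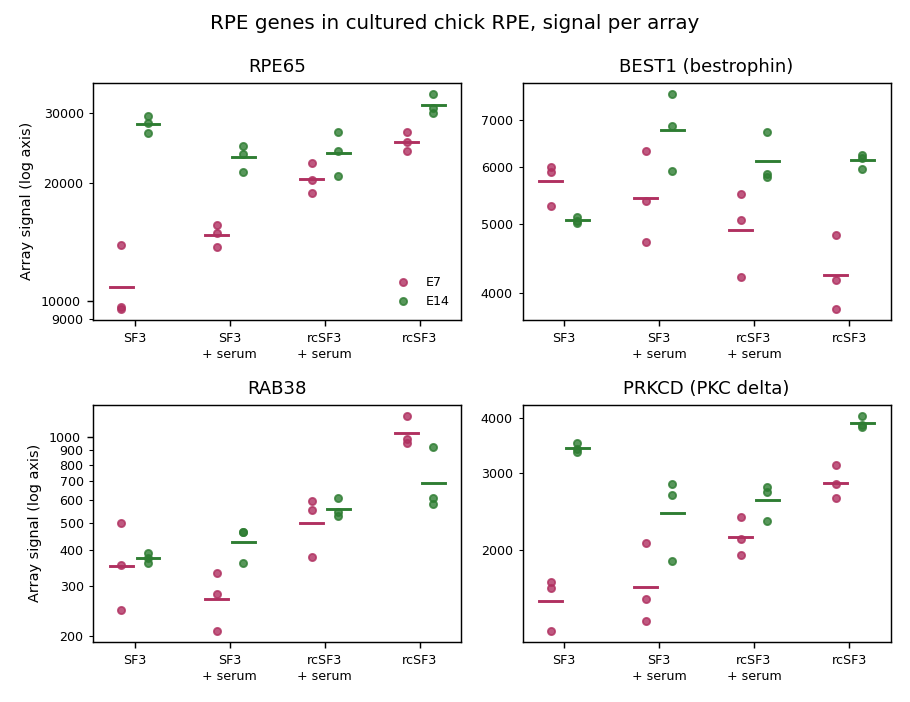
Array signal, on a log axis, of RPE65, BEST1, RAB38 and PRKCD in the 4 media. Each point is 1 array and each bar is the geometric mean of 3 arrays, in red for E7 and in green for E14 cultures. The 3 E7 arrays of RPE65 in rcSF3 lie above the 3 in SF3, and those of BEST1 lie below.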

Despite the major contribution that members of the claudin family make to the electrical resistance of the tight junctions, they were distributed among clusters 13, 18, and 49 or were unaffected by culture conditions. 

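Of 8 claudins measured, CLDN1, CLDN5 and CLDN20 rose with rcSF3 in E7 cultures and none fell (3 higher and 0 lower when adjusted over the list alone). In E14 cultures CLDN1, CLDN2 and CLDN5 rose and none fell (again 3 and 0 over the list alone). The claudins responded to serum in different ways. CLDN12 fell with serum in E7 cultures, with a log2 fold change of -1.22 (SE 0.23, adjusted p = 7e-04), and CLDN2 rose by 0.50 (SE 0.13, adjusted p = 0.0066). In E14 cultures CLDN20 fell by 1.31 with serum (SE 0.25, adjusted p = 0.0016). As a group, the claudins did not pass the camera test against all other genes with rcSF3 alone, at an adjusted p of 0.16 in E7 and 0.084 in E14 cultures (0.042 in E14 with the replicate number as a block within each serum state, chosen after seeing the data). With rcSF3 and serum in E14 cultures the group was higher (adjusted p = 0.032), although 1 member passed on its own (adjusted p = 0.49 with an estimated correlation).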

In clusters 18 and 49, rcSF3 increased expression of the claudins, but the effects of serum and TER were not correlated. The tight junctional mRNAs and proteins will be discussed in greater detail below; the data thus far suggest that multiple mechanisms regulate the functions of tight junctions and that basal and apical stimuli collaborate to fine-tune function. When the interactions between serum and rcSF3 were pursued using quantitative real-time RT–PCR, a confounding factor was discovered. The same lot of serum was used for all the microarray data, but in the course of the RT–PCR experiments, different lots of serum were found to vary in their effects on TER and on gene expression. Accordingly, we pursued the apical limb of this regulatory pathway by examining E7 and E14 RPE that were maintained in SF3 or rcSF3. For these cultures, the results were reproducible using many preparations of RPE and rcSF3.

**Figure 2:**
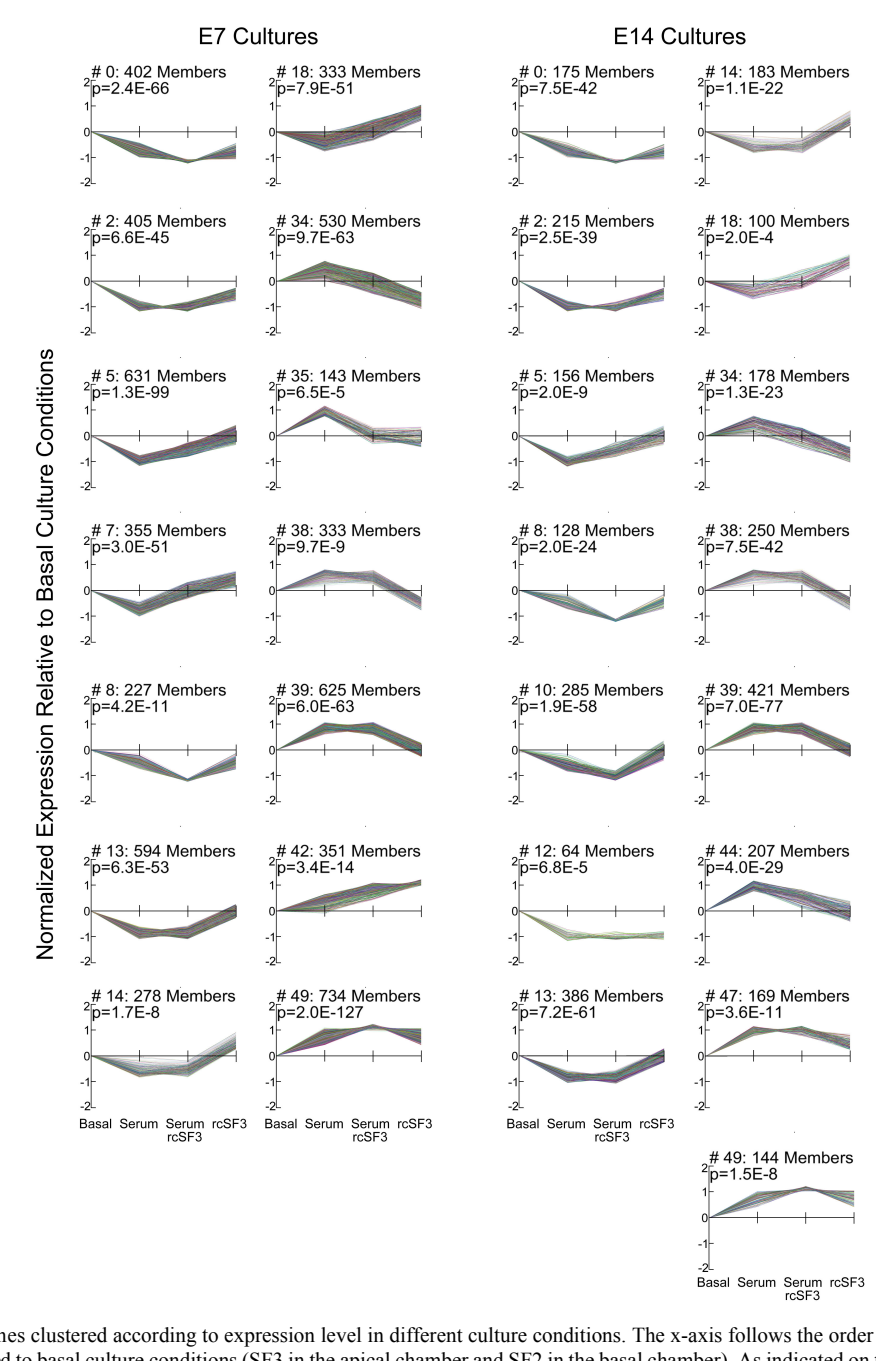
Genes clustered according to expression level in different culture conditions. The x-axis follows the order of Figure 1. Expression was compared to basal culture conditions (SF3 in the apical chamber and SF2 in the basal chamber). As indicated on the x-axis, cultures were supplemented with 2% fetal calf serum or rcSF3 replaced SF3. Data were transformed to allow high-expressing and low-expressing genes to be represented on the same graph. The p value from the statistical analysis and number of members for each cluster are indicated. Cluster memberships are listed in the Appendix 2. As summarized in Table 2, some gene clusters were affected by only serum or only rcSF3, but many clusters indicated interactions between these two stimuli.

**Table 2:** Description of the statistically significant clusters represented in Figure 2.

**Description**	E7 Clusters*	E14 Clusters*
Affected only by serum	13, 39	13, 39
Affected only by rcSF3	None	None
Serum and rcSF3 oppose one another	7, 14, 18, 34, 35, 38	14, 18, 34, 38
Serum and rcSF3 reinforce one another	0, 8, 49	0, 8, 10, 49
Serum and rcSF3 modulate one another	2, 5, 42	2, 5, 10, 47
Serum and rcSF3 substitute for one another	None	12
Gene expression increases with increasing TER	42	None
Gene expression decreases with increasing TER	None	None

Cluster analysis showed that some genes were affected solely by serum, but none were affected by only rcSF3. For most genes there was an interaction between these two stimuli. Serum and rcSF3 could act synergistically to induce or repress gene expression. There were also examples where one opposed the action of the other. For a small subset of genes, the effects of serum and rcSF3 on expression paralleled the effects that they had on the TER. 

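SLC2A12, which encodes the glucose transporter GLUT12, and PRKCD, which encodes protein kinase C delta, followed the order of the TER in E7 cultures. The signal of SLC2A12 was 218 ± 9.51 in SF3, 295 ± 7.2 with serum, 547 ± 93 in rcSF3 with serum and 591 ± 107 in rcSF3 (SD, n = 3). That of PRKCD was 1550 ± 207, 1670 ± 365, 2150 ± 218 and 2860 ± 248 in the same media. COL3A1, a fibrillar collagen, ran the other way, with 1840 ± 115, 1600 ± 46.4, 762 ± 79.3 and 508 ± 125. Among the probe sets that differed between the media, the means of 546 rose in the order of the TER and those of 502 fell in E7 cultures, where 488.8 of each were expected. In E14 cultures 311 rose and 259 fell in that order, where 321.2 of each were expected, and the excess over the expected numbers was not tested. Neighboring media of a single gene were not tested for their order.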

The asterisk represents the cluster numbers correspond to Figure 2.

### Genomic profile of the cultures

The microarray analysis indicated that the E7 cultures were more responsive to rcSF3 than the E14 cultures (Table 3). 

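The largest increase with rcSF3 in E7 cultures was in TAT, an enzyme of tyrosine breakdown, and SLC18A2, the vesicular monoamine transporter, rose as well. Their log2 fold changes were 5.36 (SE 0.37, adjusted p = 1.3e-07) and 3.23 (SE 0.36, adjusted p = 1.1e-05). The largest decrease was in the cytokine receptor gene IL13RA2, at -4.80 (SE 0.16, adjusted p = 8e-11), and the secreted phosphoprotein gene SPP1 and the chemokine receptor gene CXCR4 fell too, at -4.44 and -3.99. All 3 rcSF3 arrays lay beyond all 3 SF3 arrays for each of these 5 genes. The signal of TAT and SLC18A2 in SF3 (40.2 and 48) and of CXCR4 in rcSF3 (57.4) lay under the filter level, and with signals raised to 104 the changes are 3.94, 1.89 and -3.07. TAT was also the largest increase in E14 cultures, at 2.72 (SE 0.23, adjusted p = 9.2e-06), where NPTX2, a secreted neuronal pentraxin, fell by 2.18. The response to rcSF3 differed between the ages for 1044 of 19794 probe sets, 590 with a higher and 454 with a lower value in E7 cultures. With the replicate number as a block within each serum state, a setting chosen after seeing the data, 1901 differed. Over the 18106 probe sets kept at both ages, the responses correlated at r = 0.53 across probe sets, which are not independent replicates. Of 1178 probe sets past the threshold at both ages, 1139 moved the same way. If the calls at the 2 ages were independent, 254.1 probe sets would pass at both and move the same way. The paper writes that its microarray analysis indicated a greater response to rcSF3 in E7 than in E14 cultures (Table 3).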

Each culture expressed most of the genes that are expressed during the course of normal RPE development between E7 and E18 [1]. A low percentage of the mRNAs detected in culture are not normally expressed in vivo. Serum and rcSF3 collaborated to regulate the expression of 24% of the transcriptome in the E7 cultures, but only 12% in the E14 cultures. 

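In E7 cultures with serum, rcSF3 changed 4024 of the probe sets kept, or 20.8%, with 2127 higher and 1897 lower. In E14 cultures with serum it changed 553, or 3.0%, with 217 higher and 336 lower. Genes that fell in E7 cultures included NPTX2 at -3.62 (SE 0.17, adjusted p = 5.6e-09) and KCNK2, a background potassium channel, at -3.47 (SE 0.17, adjusted p = 1.2e-08). The transducin subunit gene GNB3, which photoreceptors also express, fell by 4.36 (SE 0.59, adjusted p = 0.00016). Among those that rose were SLC18A2 (1.83, SE 0.36, adjusted p = 0.0025) and the membrane protein gene UNC93A (2.36, SE 0.36, adjusted p = 4e-04). With signals raised to 104, as 1 medium lay under the filter level, the values are -2.47 for KCNK2, -2.58 for GNB3 and 1.78 for UNC93A. In E14 cultures NPTX2 fell by 2.10 (SE 0.23, adjusted p = 0.00083) and SKIL, an inhibitor of SMAD proteins, fell by 1.72 (SE 0.15, adjusted p = 0.00017). Probe sets past the threshold at both ages numbered 357, of which 353 moved the same way. With independent calls at the 2 ages, 60.1 would pass at both and move the same way. The E14 count was 1524 with the replicate number as a block within each serum state (chosen after seeing the data), 888 when fitted over all 24 arrays and 109 without replicate 2 of rcSF3 with serum. The E7 count was 2330 without replicate 1 of rcSF3 with serum and 2621 without replicate 3 of SF3 with serum.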

A smaller percentage was regulated by rcSF3 in the absence of serum. Again more of these were regulated in the E7 cultures (Table 3). 

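Without serum, rcSF3 changed 5159 of the probe sets kept in E7 cultures, or 26.6%, with 2540 higher and 2619 lower. In E14 cultures it changed 1854, or 10.0%, with 929 higher and 925 lower. A change of at least 2-fold was found for 1030 of the first and 281 of the second. HMGB2, a chromatin protein of dividing cells, and SLC16A9, a carboxylate transporter, were among the largest increases in E14 cultures, with log2 fold changes of 1.95 (SE 0.16, adjusted p = 9.2e-06) and 1.68 (SE 0.13, adjusted p = 8.8e-06). The opioid peptide gene PENK had the largest decrease there, at -2.56. In E7 cultures, FABP7, a fatty acid binding protein of glia and progenitors, fell by 3.85 (SE 0.31, adjusted p = 5e-07). Of the E7 probe sets, 39.2% had non-overlapping groups of 3 arrays, where chance gives 10%. The E14 count was 3033 with the replicate number as a block within each serum state (chosen after seeing the data), 1208 without replicate 1 of rcSF3 and 1055 without replicate 2 of SF3.

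**Figure D2:**
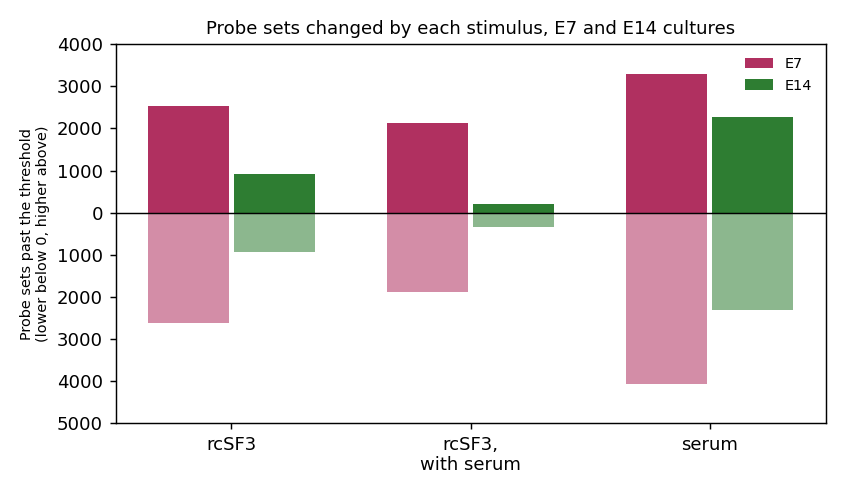
Number of probe sets past the threshold for rcSF3, rcSF3 with serum and serum in E7 cultures (red) and E14 cultures (green). Bars above 0 count the higher probe sets and paler bars below 0 the lower ones, as for the 2540 and 2619 with rcSF3 in E7 cultures.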

We focused on genes that are related to the epithelial functions of the RPE and its interaction with neighboring tissues. These genes for specialized function were selected as described in “Methods” and included genes for the visual cycle, melanogenesis, phagocytosis, lysosomes, tight junctions, adherens junctions, gap junctions, cytoskeletal elements and regulators, plasma membrane transporters, extracellular matrix proteins, and extracellular matrix receptors. We also considered the expression of transcription factors and regulators and signal transduction proteins that are expressed in native RPE. 

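Of 413 genes from all the lists fixed for these arrays, 167 (40.4%) changed with rcSF3 in E7 cultures. The lists cover RPE functions, junctions, transport, matrix and signaling, and also growth, metabolism, stress responses and markers of other cell types. Among all 9143 named genes kept, 2721 (29.8%) changed (Fisher's exact test, two-sided, p = 2.6e-06). This test takes genes as independent, which genes read on the same arrays are not, so its p does not measure the spread between cultures. The lists are not the cohort selected in the paper. Of 38 listed genes of the visual cycle, melanogenesis and phagocytosis, 21 changed, with 17 higher and 4 lower. Genes turned on by retinoic acid rose as a group, with 4 of 4 higher (4 when adjusted over the list alone), and the camera test gave an adjusted p of 0.00029 (adjusted p = 0.086 with an estimated correlation). They include RARB, a retinoic acid receptor, with a log2 fold change of 1.18 (SE 0.15, adjusted p = 5e-05). STRA6 and DHRS3 are on both this list and that of the visual cycle, so these lists are not separate evidence. Targets of TGF-beta and BMP fell, with 8 of 12 lower and 1 higher (the same counts over the list alone; camera adjusted p = 9e-04, and adjusted p = 0.24 with an estimated correlation). Among them, the BMP target ID1 fell by 2.42 (SE 0.30, adjusted p = 3.3e-05) and the inhibitory SMAD6 by 1.22 (SE 0.09, adjusted p = 2.9e-07). Targets of FGF and MAPK signaling fell as well, with 8 of 11 lower and 0 higher (9 lower and 1 higher over the list alone; camera adjusted p = 0.0012, and adjusted p = 0.22 with an estimated correlation). The transcription factor gene ETV4 fell by 3.00 (SE 0.19, adjusted p = 7.4e-08) and the phosphatase gene DUSP6 by 1.66 (SE 0.16, adjusted p = 3.3e-06).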

For E7 cultures, the proportion of these 610 genes that was regulated by E14 rcSF3 was similar to the total transcriptome (17% versus 15%). By contrast, for E14 cultures a higher percentage of this cohort was regulated compared to the entire transcriptome (6.2% versus 1.9%). 

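In E14 cultures, 71 of 398 genes from the same fixed lists (17.8%) changed with rcSF3, against 1020 of 8942 named genes kept (11.4%; Fisher's exact test, two-sided, p = 9.8e-05, again with genes taken as independent). Genes of cholesterol synthesis rose, with 7 of 16 higher and 0 lower (7 higher and 1 lower over the list alone). The camera test gave an adjusted p of 0.011 (adjusted p = 0.58 with an estimated correlation). DHCR7 and MSMO1, which encode late enzymes of the pathway, had log2 fold changes of 0.91 (SE 0.13, adjusted p = 0.00075) and 0.87 (SE 0.11, adjusted p = 2e-04). With the same medium, markers of fibroblasts and pericytes fell (4 of 9 lower and 0 higher, camera adjusted p = 0.00065, and adjusted p = 0.54 with an estimated correlation). The retinoic acid receptor RARB was higher by 1.07 (SE 0.12, adjusted p = 9e-05), but the 4 retinoic acid targets did not pass as a group (camera adjusted p = 0.067; adjusted p = 0.54 with an estimated correlation, 0.04 after quantile normalization, and 0.042 with the replicate number as a block within each serum state, chosen after seeing the data). The TGF-beta and BMP targets did not pass either (adjusted p = 0.78), and their response differed from that of E7 cultures with an adjusted p of 0.0069, or 0.24 with an estimated correlation.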

To further distinguish the E7 and E14 cultures, we examined the 40 genes that were induced or repressed the most by rcSF3 (Appendix 3 and Appendix 4). Unexpectedly, three members of the ephrin (Eph) family of receptors were among the most affected genes. Together with their ephrin ligands, these tyrosine kinase receptors transmit bidirectional signals to regulate cell migration, adhesion, and tissue architecture [31,32]. 

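EPHA3, EPHA5 and EPHA7, which encode tyrosine kinase receptors for ephrins, rose with rcSF3 in E7 cultures, and EPHB2 fell. EPHA3 went from 204 ± 17.4 to 1230 ± 84.8 (SD, n = 3), a log2 fold change of 2.60 (SE 0.17, adjusted p = 8.3e-08). EPHA7 rose by 2.34 (SE 0.46, adjusted p = 0.0015; 0.65 with signals raised to 104, as its SF3 signal of 41 lay under the filter level), EPHA5 by 1.33 (SE 0.18, adjusted p = 8.5e-05), and EPHB2 had a value of -1.10 (SE 0.14, adjusted p = 4.5e-05). In E14 cultures EPHA3 had a log2 fold change of 0.41 (SE 0.13, adjusted p = 0.067, and 0.023 with a replicate block within each serum state, chosen after seeing the data), and the E7 response exceeded it by 2.19 (SE 0.22, adjusted p = 3e-06). EPHA4 and EPHB2 fell in E14 cultures, by 0.83 each (SE 0.18 and 0.17, adjusted p = 0.0086 and 0.007). Of 8 Eph receptors measured in E7 cultures, 3 were higher and 1 lower (the same counts when adjusted over the list alone), and the group did not pass the camera test (adjusted p = 0.27). In E14 cultures 0 of 7 rose and 3 fell (2 and 4 over the list alone; camera adjusted p = 0.43). Of the 4 ephrins, limma called 0 at either age, and 0 in E7 and 1 in E14 cultures had an unadjusted p under 0.05.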

Of this cohort of most regulated genes, 32% of the genes regulated in E14 were not regulated in E7 cultures. These include several transmembrane channels and transporters and extracellular matrix components that will be discussed in the next section.

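The 40 named genes with the largest measured changes in E14 cultures held 7 that were higher and 33 that were lower. Of the 37 that were also measured in E7 cultures, 28 passed there and 9 (24.3%) did not. UAP1, an enzyme of hexosamine synthesis, and GSC, the transcription factor goosecoid, fell by 1.96 (SE 0.44, adjusted p = 0.011) and 1.90 (SE 0.36, adjusted p = 0.0037). The signal of UAP1 in rcSF3 (45.1) lay under the filter level, and with signals raised to 104 its change is -0.49. The difference between the ages passed for 8 of the 40 genes. The E14 decrease of UAP1 missed the threshold without replicate 1 of SF3 (adjusted p = 0.052) and in an unmoderated analysis of variance (adjusted p = 0.067). Over all probe sets kept at both ages, 653 of 1831 that changed in E14 cultures (35.7%) did not pass in E7 cultures.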

**Table 3:** General characteristics of the E7 and E14 cultured RPE.

	**E7**	**E14**
Probe sets expressed	19,360	18,540
% of the probe sets detected in vivo (E7-E18)	89%	86%
% expressed in culture, but not in vivo	6%	5%
% affected by E14 rcSF3 when serum is present	24%	12%
% affected by E14 rcSF3 without serum	15%	1.9%
Genes important for RPE functions (340 examined)^1^		
Expressed within 2X in vivo level^2^	195	198
Not Expressed	34	39
Retinal condition medium affects expression^3^	40 (18)	13 (10)
Transcription factors and regulators (116 examined)		
Expressed within 2X in vivo level^2^	73	83
Not Expressed	1	8
Retinal condition medium affects expression^3^	8 (7)	5 (0)
Signal transduction genes (154 Examined)		
Expressed within 2X in vivo level^2^	70	83
Not Expressed	19	27
Retinal condition medium affects expression^3^	15 (13)	3 (7)

Total RNA from the indicated cultures was hybridized to microarrays of the chick genome. Data are presented for cultures maintained in basal media, and where indicated, for the effects of E14 retinal conditioned medium. ^1^Genes important for the epithelial-specific functions of the RPE, such as the visual cycle, phagocytosis, intracellular junctions, cytoskeleton, and transcellular transport were described in a study of RPE development [1]. ^2^Comparisons of the level of expression were made between cultures maintained in basal conditions and native RPE of the corresponding age. ^3^Because E14 retinal conditioned medium appears to promote differentiation in culture [10], levels of mRNA expression in E7, or E14, cultures supplemented with conditioned medium were compared to that of native E14 RPE. Indicated is the number of mRNAs for which the disparity in expression levels was lessened. Numbers in parentheses indicate mRNAs for which the disparity in expression increased.

The different effects of rcSF3 on the E7 and E14 cultures might reflect their different stages of development. The E14 retinal conditioned media might promote the differentiation of E7 RPE in culture, whereas its effects on E14 RPE might be to maintain the differentiated state that was already achieved at the time of isolation. Because a cell can only respond to a signal if it has the appropriate receptor, the differences might reflect a different complement of receptor, signal transduction, and feedback pathways. To explore whether E14 rcSF3 promoted the differentiation of E7 RPE, we compared expression in E7 cultures to the gene expression of native, E14 RPE.

We focused on the 610 genes important for RPE functions that were summarized in Table 3. This list was further restricted by considering only those genes that were regulated during normal development in vivo [1]. Many of these mRNAs were expressed within twofold of E14 levels even in the absence of rcSF3 (Figure 3). Most of the genes that were regulated by rcSF3 changed their level of expression toward expression levels in vivo (E7_in culture_/E14_in vivo_=1.0), but several did not (Appendix 5). Some genes that are downregulated during differentiation were underexpressed in culture, and rcSF3 further decreased expression. 

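AXIN2, a target and inhibitor of Wnt signaling, rose with rcSF3 in E7 cultures, from 252 ± 34.9 to 503 ± 69.9 (SD, n = 3). The log2 fold change was 1.00 (SE 0.14, adjusted p = 0.00012), and its other probe set rose as well. In E14 cultures AXIN2 had a value of -0.17 (SE 0.18, adjusted p = 0.64), and the ages differed by 1.16 (SE 0.24, adjusted p = 0.0041). ARHGEF16, a guanine nucleotide exchange factor, went from 295 ± 63.5 to 106 ± 123 in E7 cultures, a log2 fold change of -2.10 (SE 0.52, adjusted p = 0.0077), or -1.06 with signals raised to 104, as 2 of the arrays lay under it. Its rcSF3 and SF3 arrays overlapped, the other probe set of ARHGEF16 did not pass the threshold, and the decrease missed it in an unmoderated analysis of variance (adjusted p = 0.061).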

In only two cases, rcSF3 caused the overexpression of a gene that is normally downregulated (axin 2 and guanine exchange factor, ARHGEF16). Similarly, some genes that upregulated during differentiation were overexpressed in culture, and rcSF3 further increased expression. In only three cases, rcSF3 caused the underexpression of a gene that is normally upregulated (collagen alpha 1(III), histone deacetylase 9, and V-ATPase C2 subunit).

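COL3A1, which encodes the fibrillar collagen alpha 1(III), fell by 1.88 on the log2 scale with rcSF3 in E7 cultures (SE 0.14, adjusted p = 2.7e-07) and by 1.39 in E14 cultures (SE 0.20, adjusted p = 0.00071). The 2 responses were not shown to differ (-0.49, SE 0.27, adjusted p = 0.33). HDAC9, a histone deacetylase, had a log2 fold change of -1.41 in E7 cultures (SE 0.13, adjusted p = 1.4e-06) and -0.45 in E14 cultures (SE 0.14, adjusted p = 0.051, 0.046 with the replicate number as a block, and 0.042 after quantile normalization), a difference of -0.96 (SE 0.17, adjusted p = 0.0014). The V-ATPase subunit gene ATP6V1C2 has 2 probe sets that do not move together. The brighter had a value of 0.19 (SE 0.08, adjusted p = 0.087) in E7 cultures, and the other fell past the threshold. Fibrillar collagens and other interstitial matrix genes fell in E14 cultures, with 6 of 18 lower and 0 higher (8 lower over the list alone; camera adjusted p = 0.0051, and adjusted p = 0.54 with an estimated correlation). Markers of fibroblasts and pericytes moved with them, with 4 of 9 lower and 0 higher (6 lower over the list alone; camera adjusted p = 0.00065, and adjusted p = 0.54 with an estimated correlation). COL3A1, COL1A2 and POSTN, which encodes the matrix protein periostin, belong to both lists, and POSTN fell by 0.97 (SE 0.18, adjusted p = 0.0036).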

**Figure 3:**
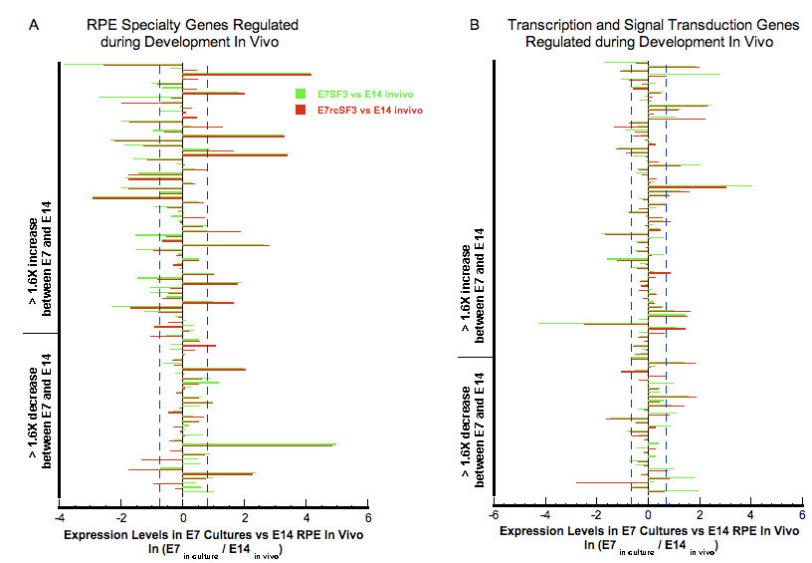
Effect of E14 rcSF3 on the maturation of E7 cultures. E14 rcSF3 made gene expression in E7 cultures more like that of E14 RPE in vivo. The following select genes were analyzed if their expression in vivo changed more than 1.6X during development [1]: genes involved in the visual cycle, phagocytosis, junctional complexes, cytoskeleton, matrix, and matrix receptors or plasma membrane transport (**A**); genes involved in the regulation of transcription or signal transduction (**B**). Each pair of green and red bars represents a single gene. Green bars indicate expression when E7 RPE was maintained in basal conditions (SF3); red bars indicate expression in retinal conditioned medium (rcSF3). The bars indicate the natural logarithm of the ratio (expression in culture)/(expression in native E14 RPE), where 0.0 indicates no difference between the E7 culture and native E14 RPE. A natural logarithm of 0.7 (dashed blue lines) indicates a 2X deviation of the E7 cultures from E14 RPE expression in vivo. Positive values indicate overexpression of a gene in culture. For most genes, the green and red bars are the same length, indicating no effect of rcSF3 on expression. For most of the genes that were affected by rcSF3, the red bar is shorter than the green bar, which indicates that expression levels approached the levels observed in native E14 RPE.

To examine the effects of embryonic age and culture conditions in greater detail, we expanded the analysis, described in Figure 3 to include the E14 cultures. We examined the 340 genes, characterized in Table 3, as important for specialized functions of the RPE. Two themes emerged that were illustrated by the visual cycle and phagocytic related pathways. The first represents core structures or housekeeping proteins, such as lysosomes in the absence of a phagocytic challenge. 

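Of 27 lysosomal genes measured in E7 cultures, 11 fell and 1 rose with rcSF3 (11 and 2 when adjusted over the list alone). The cathepsin genes CTSZ and CTSD fell by 0.67 (SE 0.09, adjusted p = 4.2e-05) and 0.45 (SE 0.06, adjusted p = 8.4e-05), and SCARB2, a lysosomal membrane protein, rose by 1.56 (SE 0.12, adjusted p = 4.5e-07). In E14 cultures 3 fell and 2 rose (5 and 2 over the list alone), among them CTSZ at -0.43 (SE 0.07, adjusted p = 0.0014) and SCARB2 at 0.67 (SE 0.12, adjusted p = 0.0023). As a group they did not pass the camera test with rcSF3 in E7 (adjusted p = 0.17) or E14 cultures (adjusted p = 0.45). Between E7 and E14 cultures in SF3, 10 were higher and 2 lower in E14 (the same over the list alone), with a median log2 fold change of 0.14 and a camera adjusted p of 0.0084 (adjusted p = 0.16 with an estimated correlation). SCARB2 was higher in E14 by 1.81 (SE 0.12, adjusted p = 6.5e-11).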

Age of the embryos used to isolate the RPE and rcSF3 had minimal effects on the expression of lysosomal genes (data not shown). The second theme represents specialized functions of RPE such as phagocytosis, melanogenesis, and the visual cycle. A subset of these genes did change with embryonic age and were regulated by rcSF3, but rcSF3 affected more genes in the E7 cultures. 

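Melanogenesis genes rose with rcSF3 at both ages. In E7 cultures 9 of 14 were higher and 0 lower (the same when adjusted over the list alone), with a median log2 fold change of 0.30 and a camera adjusted p of 0.00029 (adjusted p = 0.40 with an estimated correlation). In E14 cultures 5 were higher and 0 lower (6 higher over the list alone; camera adjusted p = 0.003, and adjusted p = 0.54 with an estimated correlation). Markers of fibroblasts and pericytes fell in the same comparison (4 of 9 lower and 0 higher, camera adjusted p = 0.00065, and adjusted p = 0.54 with an estimated correlation). The melanosomal exchanger SLC24A5 and the transporter OCA2 rose by 1.60 (SE 0.15, adjusted p = 2e-06) and 1.41 (SE 0.14, adjusted p = 4.8e-06) in E7 cultures, and TYR, which encodes tyrosinase, by 0.37 (SE 0.06, adjusted p = 0.0016) in E14 cultures. Visual cycle and retinoid genes rose in E7 cultures, with 6 of 13 higher and 1 lower (7 and 1 over the list alone; camera adjusted p = 0.0045, and adjusted p = 0.56 with an estimated correlation). They include the retinol transport genes TTR (1.77, SE 0.15, adjusted p = 9e-07) and STRA6 (1.08, SE 0.09, adjusted p = 5.1e-07). In E14 cultures 1 was higher, DHRS3, a retinal reductase (0.67, SE 0.12, adjusted p = 0.0036), and the group did not pass (adjusted p = 0.091, and 0.042 with the replicate number as a block within each serum state, chosen after seeing the data). The visual cycle responses differed between the ages, with an adjusted p of 0.026, or 0.54 with an estimated correlation. Of 11 phagocytosis genes, 2 rose and 3 fell in E7 cultures (2 and 4 over the list alone), among them PROS1, a ligand for phagocytic receptors (-0.80, SE 0.17, adjusted p = 0.0026). In E14 cultures 0 rose and 2 fell (the same over the list alone).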

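RAB38, a small GTPase that sorts enzymes to melanosomes, had a signal of 367 ± 126 in SF3 and 1040 ± 130 in rcSF3 in E7 cultures (SD, n = 3). The signals were 376 ± 15.3 and 707 ± 190 in E14 cultures. The log2 fold changes were 1.56 (SE 0.24, adjusted p = 0.00021) and 0.88 (SE 0.17, adjusted p = 0.0037), and every rcSF3 array lay above every SF3 array at both ages. The difference between the ages was 0.68 (SE 0.31, adjusted p = 0.23, and 0.045 with a replicate block within each serum state, chosen after seeing the data).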

The rcSF3 upregulated Rab38 in both cultures, but upregulated retinol binding protein 1 only in E7 cultures (Figure 4). Similarly, rcSF3 affected the expression of the phagocytosis-related genes, protein kinase C (PKC) delta and V-YES-1, but only in E7 cultures. 

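PRKCD, the phagocytosis-related protein kinase C delta, rose by 0.89 on the log2 scale in E7 cultures (SE 0.14, adjusted p = 0.00025) and had a value of 0.19 in E14 cultures (SE 0.12, adjusted p = 0.36). The ages differed by 0.70 (SE 0.20, adjusted p = 0.039), a difference that missed the threshold in 12 of 22 other settings (adjusted p up to 0.12), among them leaving out replicate 2 or 3 of rcSF3 or replicate 2 of SF3 from E7, or any 1 of the SF3 or rcSF3 arrays from E14. The tyrosine kinase gene YES1 had a signal of 539 ± 42.2 in SF3 and 628 ± 95.1 in rcSF3 in E7 cultures (SD, n = 3), a log2 fold change of 0.21 (SE 0.14, adjusted p = 0.29). Its value in E14 cultures was -0.05 (SE 0.21, adjusted p = 0.92).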

On E14, most of the genes associated with the phagocytosis pathway were already expressed within 2X of expression in native E14 RPE (Figure 5). These themes are now examined with regard to genes important to the outer blood retinal barrier. The barrier includes the apical junctional complex and associated cytoskeleton, the plasma membrane pumps and channels that mediate transmembrane transport, and the extracellular matrix and their receptors. These proteins collaborate to establish the cellular polarity needed to establish transepithelial gradients and the paracellular seal that prevents those gradients from dissipating [23,24,33].

**Figure 4:**
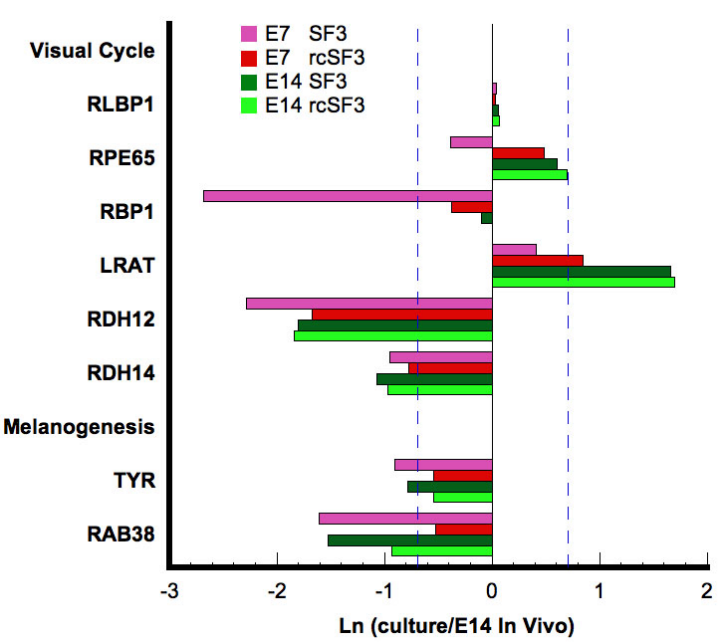
Effect of rcSF3 on the expression of genes involved in the visual cycle or melanogenesis. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

**Figure 5:**
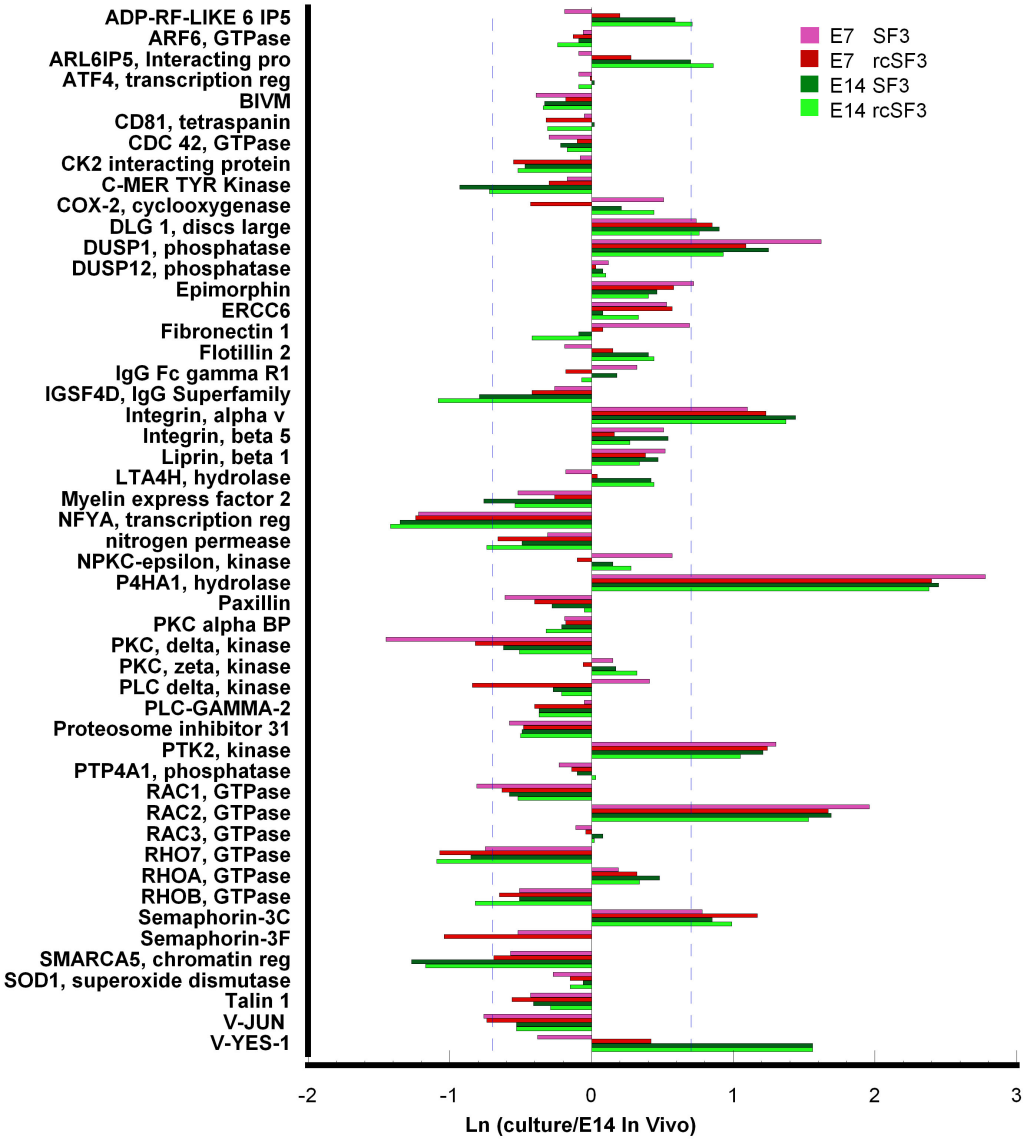
Embryonic age and rcSF3 had limited effects on the expression of genes involved in phagocytosis. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

### Apical junctional complex

The tight junction that forms the paracellular seal between neighboring cells is a large assembly of transmembrane, adaptor, and cytoplasmic effector proteins [34]. The mRNAs for most of the relevant genes were expressed at levels within 2X of native E14 RPE. Of the exceptions, the expression levels of ZO-2, actin-related protein 3 (Arp3), and crumbs 2 (Crb2) were more in vivo-like in E14 cultures than in E7 cultures. 

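ACTR3, which encodes Arp3, had a signal of 3010 ± 182 in SF3 and 3690 ± 153 in rcSF3 in E7 cultures (SD, n = 3). This is a log2 fold change of 0.29 (SE 0.07, adjusted p = 0.0086), and its dimmer probe set rose by 0.75. CRB2, the polarity protein crumbs 2, went from 985 ± 102 to 512 ± 131, a log2 fold change of -0.97 (SE 0.18, adjusted p = 0.00086), and 2 of its 4 other probe sets fell as well. Between E7 and E14 cultures in SF3, ACTR3 was higher by 0.78 (SE 0.08, adjusted p = 1.1e-07) and CRB2 lower by a log2 fold change of -1.34 (SE 0.21, adjusted p = 2.2e-05). The value of CRB2 in E14 cultures with rcSF3 was -0.05 (SE 0.21, adjusted p = 0.91), and the difference between the ages did not pass (-0.92, SE 0.29, adjusted p = 0.07, and 0.0062 with a replicate block within each serum state, chosen after seeing the data).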

Further, the expression of these mRNAs was regulated in E7 cultures by rcSF3. ZO-2 is an adaptor protein that links claudins and other transmembrane proteins to the effector proteins. Arp3 is part of a nucleation complex for actin filaments, which are concentrated at the apical junctional complex, but Arp3 also regulates the formation of actin filaments in other regions. Crb2 is part of a complex that regulates the polarized distribution of plasma membrane proteins. Most of the effects of age and rcSF3 were on the expression of the claudin family members.

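Besides the claudins, 25 adaptors and partners of the tight junction were measured in E7 cultures. With rcSF3, 6 rose, 2 fell and 17 did not pass (7 rose and 2 fell when adjusted over the list alone). MAGI2, a scaffold protein, rose by 0.83 (SE 0.09, adjusted p = 7e-06), and TJP1, which encodes ZO-1, rose by 0.55 (SE 0.12, adjusted p = 0.0031). MARVELD2, which encodes tricellulin, had a log2 fold change of -0.85 (SE 0.20, adjusted p = 0.0048). In E14 cultures 1 of 24 rose and 1 fell (the same over the list alone). They were MARVELD3, a relative of occludin (0.50, SE 0.10, adjusted p = 0.0055), and PARD3, a polarity protein (-0.41, SE 0.09, adjusted p = 0.011). The decrease of PARD3 missed the threshold without replicate 2 of SF3 (adjusted p = 0.06). The group did not pass the camera test in E7 (adjusted p = 0.29) or E14 cultures (adjusted p = 0.88).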

Claudin family members form the strands observed by freeze-fracture electron microscopy and determine the ion selectivity of the tight junctions [35]. Of the 24 family members, 18 could be found in the chick genome and the same 7 were expressed by RPE in vivo and in vitro. The level of expression varied with age in vivo, and it varied among the cultures described here. With the exception of claudin 19, which is absent from the microarray, the mRNA for all of the claudin family members that are expressed in chick RPE are included in Figure 6. In general for genes affected by rcSF3, expression levels become more E14-like in the presence of rcSF3, but claudin 20 mRNA was overexpressed. In vivo, claudin 19 was transiently expressed with peak expression between E10 and E14 (Figure 7). Even at its peak, expression was very low compared to the other claudins. This result was unexpected because of the association of claudin 19 with ocular disease in humans [36]. The result was confirmed using two sets of PCR primers from different regions of the claudin 19 sequence. Consistent with the higher levels of expression on E14, the expression of claudin 19 mRNA increased in the presence of rcSF3 in E7 and E14 cultures.

**Figure 6:**
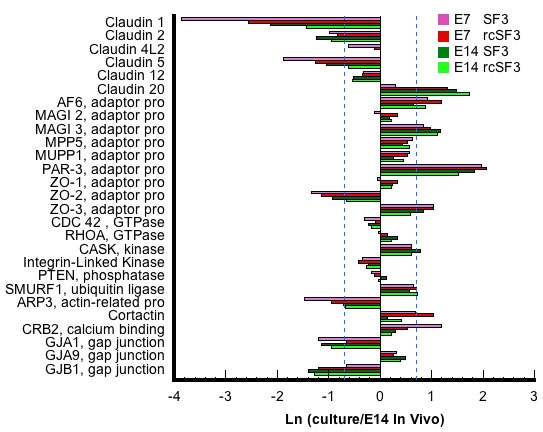
For tight junctions, rcSF3 and embryonic age primarily affect mRNAs of the claudin family. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

**Figure 7:**
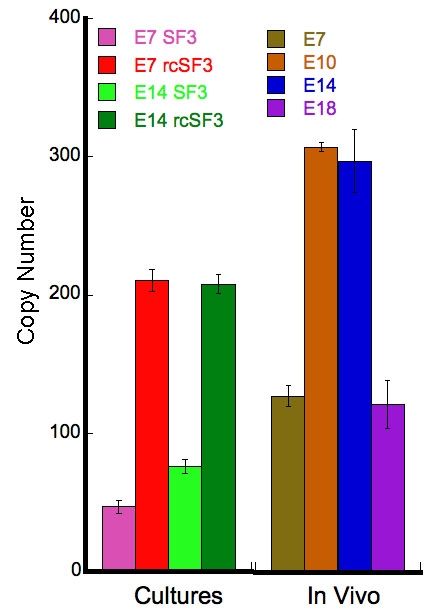
Expression of claudin 19 in vivo and in culture. Total RNA was extracted from native or cultured RPE. Native RPE was isolated from E7, E10, E14, and E18 embryos. For cultured RPE, RPE isolated from E7 or E14 embryos was cultured with SF2 in the basal medium chamber and either SF3 or rcSF3 in the apical medium chamber. In each reaction, 16.3 ng of total RNA was used. 18S RNA and GAPDH were used as internal controls (not shown). Quantitative RT–PCR was used to amplify claudin 19 mRNA using primer set 1 from Table 1. Similar results were obtained with primer set 2 (not shown). The level of expression on E18 was similar to the level found in E7 RPE, when few tight junctional strands are evident. Consistent with the peak of expression on E14, rcSF3 induced the expression of claudin 19 in E7 and E14 cultures. Error bars indicate the standard error of 3 independent experiments. The differences between SF3 and rcSF3 cultures were statistically significant (p<0.001). The differences between E7 or E18 RPE and E10 or E14 RPE were statistically significant (p<0.001).

To determine whether the expression of the remaining claudins was accurately portrayed by the microarray, we used quantitative RT–PCR (Figure 8). To enable a comparison with the data in Figure 6, we included a sample of native E14 RNA. The trends revealed by the microarray were usually confirmed. Claudins 4L2 and 20 were overexpressed, but their level of expression on E14 is low in vivo before E18. The effects of rcSF3 depended upon the claudin. Like claudin 19, the mRNAs for claudins 1 and 4L2 increased in E7 and E14 cultures. 

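CLDN1 rose with rcSF3 at both ages. Its signal went from 243 ± 39.8 to 960 ± 483 in E7 cultures and from 1300 ± 141 to 2720 ± 134 in E14 cultures (SD, n = 3 each). The log2 fold changes were 1.86 (SE 0.29, adjusted p = 0.00024) and 1.07 (SE 0.19, adjusted p = 0.0023), and the difference between them did not pass (0.79, SE 0.38, adjusted p = 0.26). In SF3, CLDN1 was higher in E14 than in E7 cultures by 2.43 (SE 0.27, adjusted p = 2.8e-07). No probe set used here carries the symbol CLDN4L2.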

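In E7 cultures rcSF3 raised CLDN5 from 764 ± 80.3 to 1420 ± 270 and CLDN20 from 145 ± 19.4 to 405 ± 145 (SD, n = 3). The log2 fold changes were 0.88 (SE 0.14, adjusted p = 3e-04) for CLDN5 and 1.43 (SE 0.32, adjusted p = 0.0036) for CLDN20. In E14 cultures CLDN5 rose from 1690 ± 166 to 2640 ± 91.6, or by 0.65 (SE 0.12, adjusted p = 0.0028), and its other probe set did not pass. CLDN20 had 456 ± 76 in SF3 and 604 ± 97.4 in rcSF3 there, a log2 fold change of 0.41 (SE 0.25, adjusted p = 0.34). The responses of the ages were not shown to differ for CLDN5 (0.23, SE 0.19, adjusted p = 0.58) or CLDN20 (1.02, SE 0.43, adjusted p = 0.18).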

The mRNAs for claudins 5 and 20 increased in E7 cultures, but the increase in E14 cultures for claudin 5 was not confirmed by RT–PCR. By contrast, claudin 2 mRNA was unaffected by rcSF3 on E7, but it did increase in E14 cultures. 

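CLDN2 had a signal of 772 ± 31.4 in SF3 and 907 ± 134 in rcSF3 in E7 cultures (SD, n = 3), a log2 fold change of 0.22 (SE 0.13, adjusted p = 0.22). In E14 cultures it rose from 586 ± 56.4 to 807 ± 70.9, or by 0.46 (SE 0.11, adjusted p = 0.019). This increase missed the threshold without replicate 1 of rcSF3 (adjusted p = 0.081), replicate 2 of SF3 (adjusted p = 0.08) or replicate 3 of SF3 (adjusted p = 0.056). The difference between the ages did not pass, at -0.24 (SE 0.17, adjusted p = 0.49).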

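With rcSF3, CLDN12 had a signal of 486 ± 118 in E7 cultures, against 583 ± 137 in SF3 (SD, n = 3). The log2 fold change was -0.26 (SE 0.23, adjusted p = 0.44). In E14 cultures it was -0.19 (SE 0.19, adjusted p = 0.59), with 460 ± 67.9 in SF3 and 403 ± 43.6 in rcSF3.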

Although it was not predicted by the microarray, claudin 12 mRNA expression decreased in E7 cultures in response to rcSF3. Aside from the exceptions noted for claudins 5 (E14) and 12 (E7), and the absence of claudin 4L2 from the E14 microarrays, the microarray and RT–PCR data were in general agreement.

**Figure 8:**
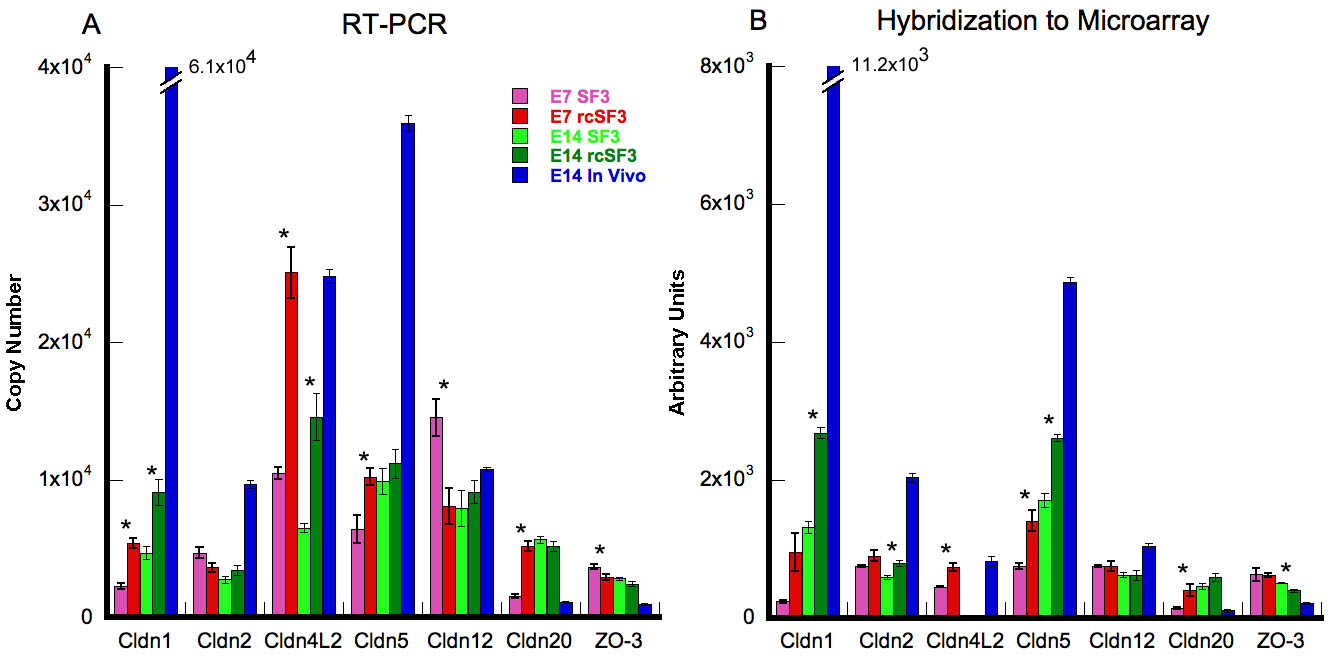
Comparison of quantitative RT–PCR and hybridization to the microarray for claudins and ZO-3. Total RNA was extracted from RPE that was isolated from E7 or E14 embryos and cultured with SF2 in the basal medium chamber and either SF3 or rcSF3 in the apical medium chamber. In each reaction, 16.3 μg of total RNA was used. 18S RNA and GAPDH were used as internal controls (not shown). For comparison, total RNA was also isolated from the RPE of E14 embryos. The effect of rcSF3 varied for the different claudins and was influenced by the age of the RPE at the time it was isolated from the embryo. Qualitatively, the data were similar to the data obtained by hybridization to the microarray. One notable exception was that claudin 4L2 was not detected by the microarray in the E14 samples, but was detected by RT–PCR. Error bars indicate the standard error of 3 independent experiments. Comparisons between SF3 and rcSF3 that were statistically significant (p<0.05) are indicated with an asterisk.

ZO-3 was included in this analysis because its expression sharply contrasts with ZO-1 and ZO-2 in vivo [1]. The latter mRNAs were expressed at constant levels during development, but the mRNA for ZO-3 was low in vivo until it increased on E18. In the current study of expression in culture, both the microarray and RT–PCR data demonstrated that ZO-3 mRNA was overexpressed in E7 cultures. There was little change in the expression of ZO-3 mRNA between E7 and E14 in vitro, or in response to rcSF3 (Figure 6 and Figure 8).

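TJP3, which encodes ZO-3, had a signal of 644 ± 163 in SF3 and 623 ± 53.1 in rcSF3 in E7 cultures, and 505 ± 24.2 and 401 ± 44 in E14 cultures (SD, n = 3 each). The log2 fold changes with rcSF3 were -0.02 (SE 0.17, adjusted p = 0.94) and -0.33 (SE 0.13, adjusted p = 0.13). Between E7 and E14 cultures in SF3 the value was -0.32 (SE 0.16, adjusted p = 0.11). Serum raised TJP3 in E7 cultures to 1010 ± 219, a log2 fold change of 0.66 (SE 0.17, adjusted p = 0.0063).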

To examine whether mRNA expression for any of the claudins were coordinately regulated with one another or with putative regulatory proteins, we evaluated the statistical clusters described in Figure 2, Table 2, and Appendix 2. The genes listed in Figure 6 were stably expressed or distributed among a variety of clusters. The largest group that clustered together included Arp3, claudins 1, 4L2 and 5, and ZO-2 (E7, cluster 49), but they were not clustered on E14. 

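With serum and rcSF3 together, E7 cultures had a CLDN1 signal of 1920 ± 270, against 1030 ± 213 with serum alone (SD, n = 3). CLDN5 had 1900 ± 198, against 1210 ± 149. Adding rcSF3 to serum raised CLDN5 by 0.65 on the log2 scale (SE 0.14, adjusted p = 0.0049) and CLDN1 by 0.91 (SE 0.29, adjusted p = 0.036). The value for CLDN1 missed the threshold in 9 of 18 other settings (adjusted p up to 0.14), among them leaving out any replicate of rcSF3 with serum or replicate 1 or 3 of SF3 with serum. ACTR3 had 3650 ± 199 with both stimuli and 3400 ± 179 with serum. In E14 cultures the signal with both stimuli was 5040 ± 1020 for CLDN1 and 2780 ± 306 for CLDN5, and adding rcSF3 to serum gave log2 fold changes of 0.35 (SE 0.19, adjusted p = 0.32, and 0.029 with a replicate block within each serum state, chosen after seeing the data) and 0.55 (SE 0.12, adjusted p = 0.023). The call for CLDN5 was lost without replicate 2 or 3 of rcSF3 with serum or replicate 1 of SF3 with serum (adjusted p up to 0.13).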

In cluster 49, the combination of serum and rcSF3 led to the highest levels of expression for these claudins even though the TER in those culture conditions was lower than in rcSF3 alone. These claudins did not cluster together in the E14 cultures or during normal development in vivo [1] nor did they cluster with transcription factors, kinases, or phosphatases that might regulate their expression. However, the claudin and ZO mRNAs did cluster with members of the ubiquitin pathway that are believed to regulate the subcellular localization and half-life of specific membrane proteins [37–39].

### Steady-state levels and subcellular localization of junctional proteins

Besides effects on gene expression, rcSF3 might regulate the half-life of the protein or its intracellular localization. To determine the effects of rcSF3 and embryonic age on steady-state protein levels, we further examined the claudins and ZO-3 by immunoblotting and immunofluorescence. For comparison, we examined native RPE during development and RPE in culture. For RPE in vivo (Figure 9), the time course for claudin and ZO-3 expression qualitatively followed the time course published for the corresponding mRNA [1].

**Figure 9:**
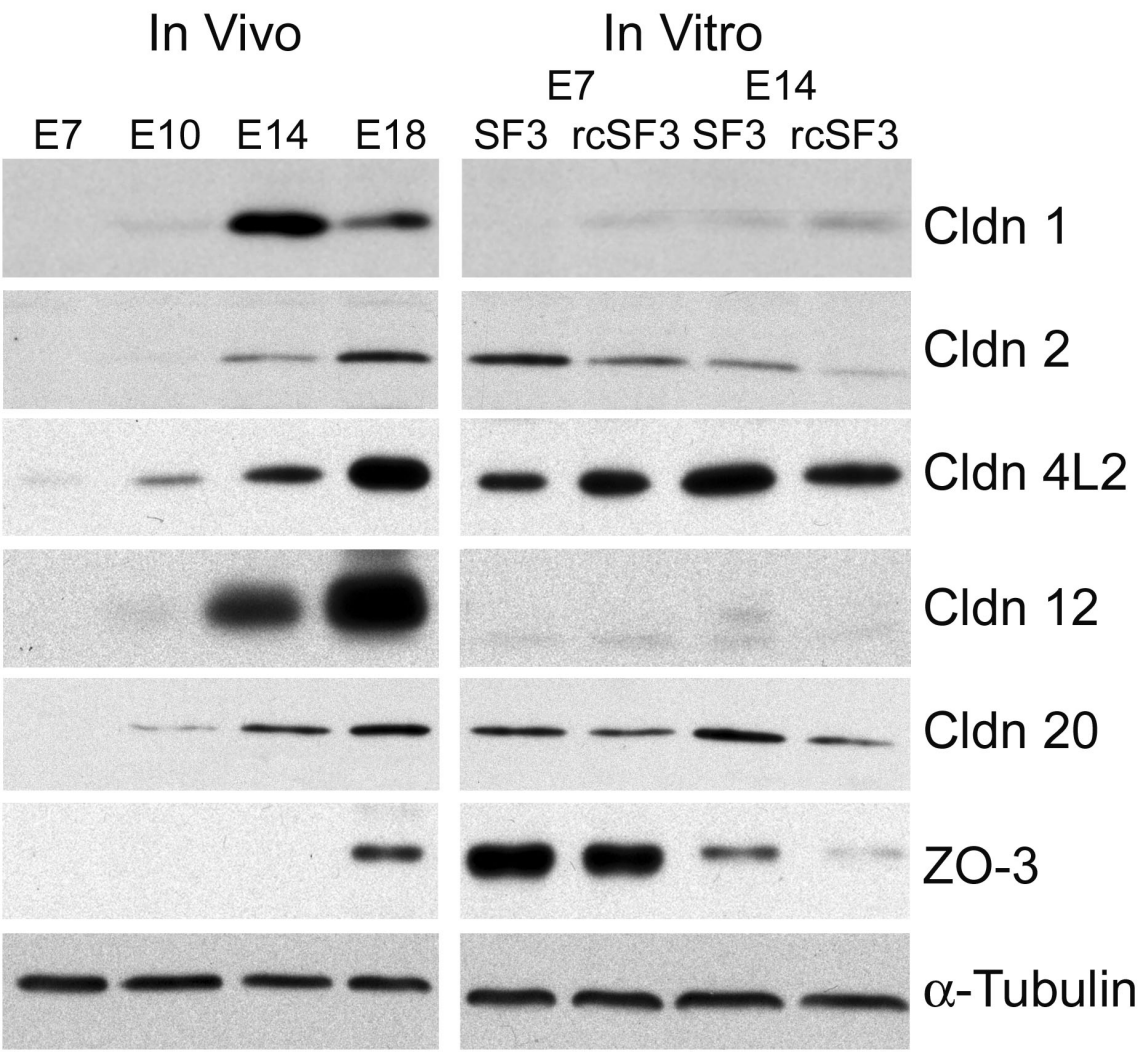
Protein was extracted from native or cultured RPE. Native RPE was isolated from E7, E10, E14, and E18 embryos. For cultured RPE, RPE isolated from E7 or E14 embryos was cultured with SF2 in the basal medium chamber and either SF3 or rcSF3 in the apical medium chamber. The proteins were resolved by electrophoresis, blotted onto membranes and probed with antibodies to the indicated protein. Antibodies directed against claudin 19 were not available. In preliminary experiments, proteins of the appropriate M_r_ were detected, and the corresponding peptide antigen could compete for binding of the antibody (data not shown). As inferred from mRNA levels, the relative amounts of different claudin family members varied among the different stages of development. The effects of rcSF3 on claudin expression were variable and, in some instances, was not predicted by changes in mRNA levels. The discrepancies between steady-state levels of mRNA and protein were especially large for ZO-3. The data are representative of 3 independent experiments.

In cultured RPE, the correlation between mRNA (Figure 8) and protein levels (Figure 9) suggested that additional mechanisms affected the steady-state protein levels. Protein extracts from freshly isolated RPE and cultured RPE were resolved on the same polyacrylamide gel and immunoblotted. The rcSF3 made the steady-state levels of some proteins closer to those of E14 in vivo. For some claudins (e.g., claudin 1), protein expression changed in parallel with mRNA levels. Previous studies demonstrated the same was true of claudin 5 [40]. In other cases, protein expression decreased despite an increase in mRNA (claudin 20 in E7 cultures and 4L2 in E14 cultures). For claudins 2, 12, and 20 in E14 cultures, protein levels decreased even though mRNA levels did not change. Even though there was very little difference in mRNA levels for ZO-3, ZO-3 was substantially overexpressed in the E7 cultures. Although E14 cultures expressed less, rcSF3 was effective in reducing ZO-3 expression further toward in vivo levels. It appeared that rcSF3 could exert control over both mRNA and protein levels to modulate the balanced expression of claudins and ZO-3.

Beyond effects on steady-state levels of mRNA and protein, rcSF3 might regulate the distribution of tight junction proteins between junctional and nonjunctional pools. Previous studies showed that claudins 1, 2, 5, and 12, and ZO-1, and ZO−2, localized to tight junctions in E7 and E14 cultures, but that there was a detectable intercellular pool of claudins 1 and 12 in the E7 cultures [10]. The current study provided data on the distribution of claudin 20 and ZO-3. We were unable to examine claudin 4L2, because the high background associated with this affinity purified antibody preparation led to ambiguous results (data not shown). In vivo, claudin 20 and ZO-3 were undetected on E10, but were clearly evident at RPE cell borders on E18 (Figure 10). In contrast to native tissue, claudin 20 was observed in E7 cultures both along lateral borders and in cytoplasmic vesicles (Figure 11A). This distribution appeared to shift to the lateral borders when the cells were maintained in rcSF3. In E14 cultures, claudin 20 localized to the tight junctions regardless of the presence or absence of rcSF3. When viewed in the XZ-plane by confocal microscopy, claudin 20 was concentrated in the apical junctional complexes that were identified by ZO-1 (Figure 11B). Together with the TER, these data indicate a distribution to the tight junctions. ZO-3 was found in the apical junctional complex in vivo and in vitro regardless of culture conditions (Figure 12).

**Figure 10:**
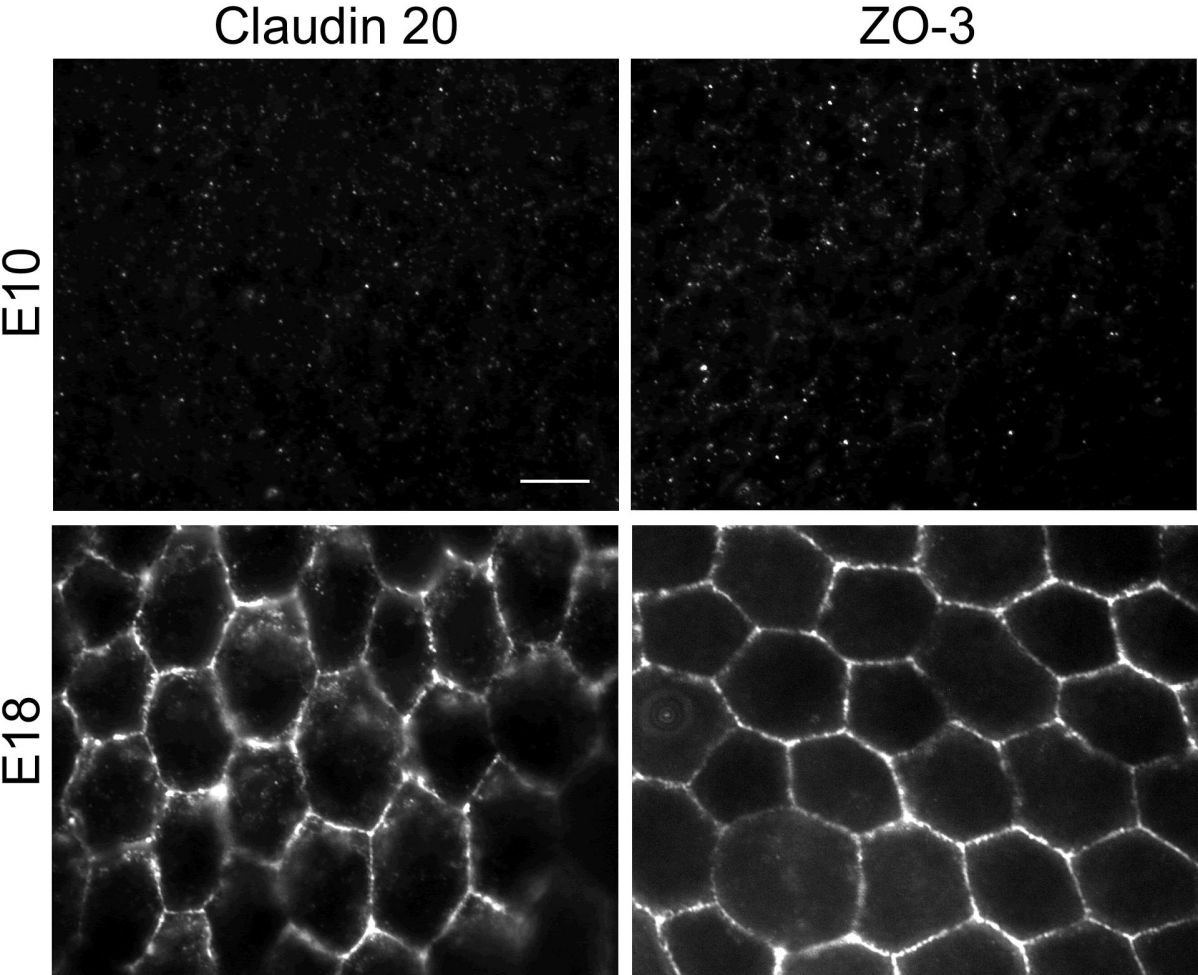
Expression and subcellular localization of claudin 20 and ZO-3 in vivo. Sheets of RPE and choroid were isolated from E10 and E18 eyes and fixed. The distribution of claudin 20 or ZO-3 was revealed by indirect immunofluorescence, as described in Methods. Neither protein could be detected in E10 RPE, but a clear signal was observed along the lateral membranes in E18 RPE. No signal was detected when the relevant peptide antigen was used to compete for binding of the antibody (data not shown). The scale bar represents 10 μm.

**Figure 11:**
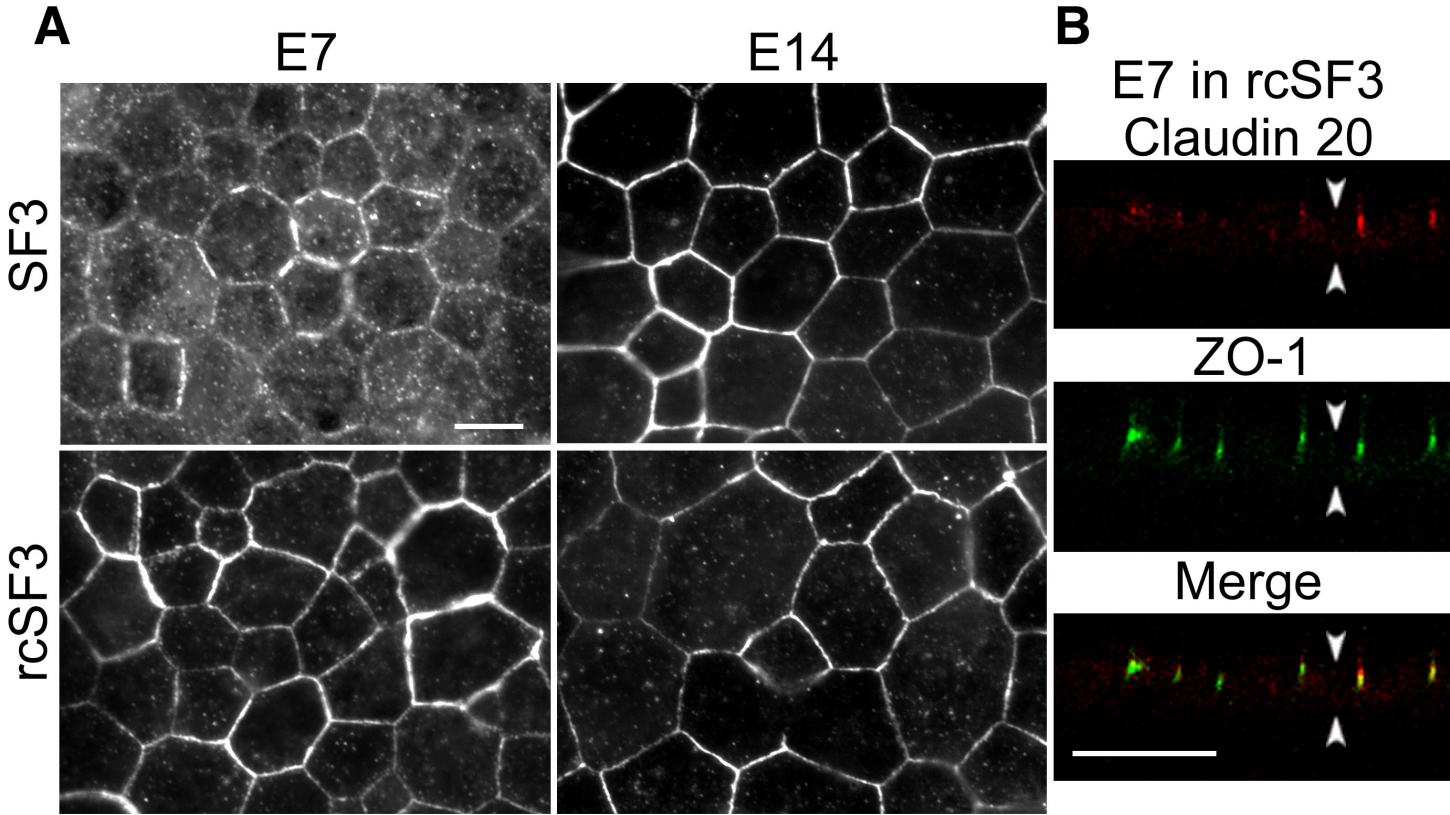
Expression and subcellular localization of claudin 20 in culture. RPE was isolated from E7 or E14 embryos and cultured with SF2 in the basal medium chamber and either SF3 or rcSF3 in the apical medium chamber. The cultures were labeled for claudin 20 (**A**) or double labeled for claudin 20 and ZO-1 (**B**). Under standard optics (**A**), claudin 20 was observed along the lateral membranes in each culture. When E7 RPE was cultured with SF3 in the apical medium chamber, a vesicular distribution was less evident when the RPE was cultured with rcSF3 in the apical medium chamber. Confocal microscopy (**B**) revealed the distribution of claudin 20 and ZO-1 in the XZ plane. Claudin 20 colocalized with ZO-1 in a junctional complex at the apical end of the lateral membranes, as indicated by the yellow in the merged image. In (**B**), arrowheads that point up indicate basal membrane, while arrowheads that point down mark apical membrane. The scale bar represents 10 μm.

**Figure 12:**
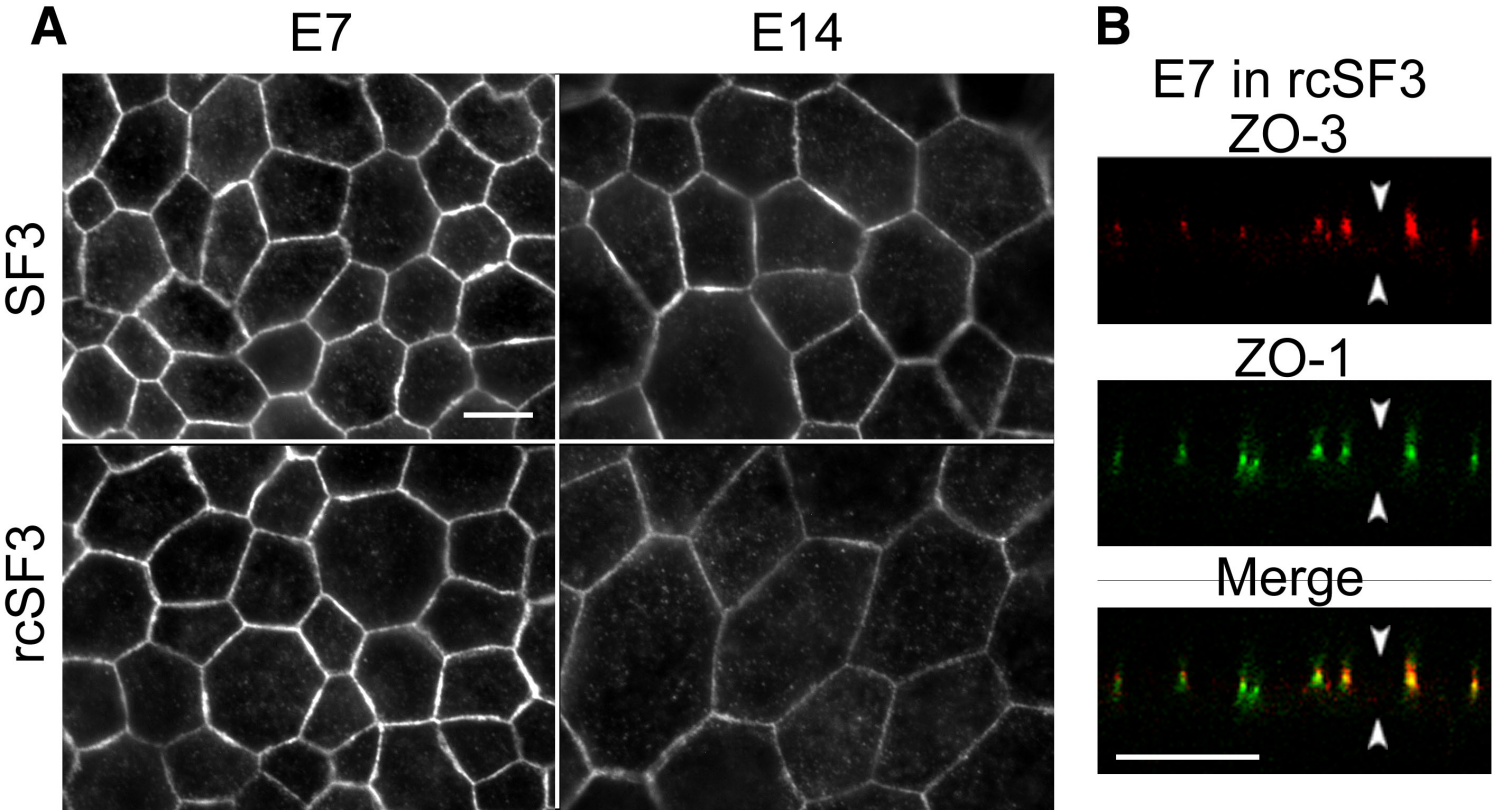
Expression and subcellular localization of ZO-3 in culture. RPE was isolated from E7 or E14 embryos and cultured with SF2 in the basal medium chamber and either SF3 or rcSF3 in the apical medium chamber. The cultures were labeled for ZO-3 (**A**) or double labeled for ZO-3 and ZO-1 (**B**). Under standard optics (**A**), ZO-3 was observed along the lateral membranes in each culture. There was no apparent effect by rcSF3 on the distribution of ZO-3. Confocal microscopy (**B**) revealed the distribution of ZO-3 and ZO-1 in the XZ plane. ZO-3 colocalized with ZO-1 in a junctional complex at the apical end of the lateral membranes. In (**B)**, arrowheads that point up indicate basal membrane, while arrowheads that point down mark apical membrane. The scale bar represents 10 μm.

### Other components of the apical junctional complex

To fully understand the function and regulation of the tight junctions, we have to consider its partner in the apical junctional complex, the adherens junctions, and the circumferential band of actin filaments that are linked to the complex. In culture, the mRNAs for most of the proteins known to affiliate with the adherens junction were expressed within 2× of the levels expressed in native E14 RPE (Figure 13). Most were not regulated by rcSF3, but notable exceptions were cadherin family members. Like the claudins, these are a family of transmembrane proteins that lend specialized functions to the junction, in this case by determining which external signals will be transmitted into the cell [41]. Like the claudins, cadherin family members are regulated during development [1,19,20]. Of the 5 cadherins expressed in culture, cadherin H mRNA was overexpressed and cadherin 11 was underexpressed. Cadherins H and R appeared to be regulated by rcSF3 in E7 cultures. These transmembrane proteins are linked to effector proteins via the catenins, whose mRNAs were expressed at in vivo levels and were not regulated by rcSF3.

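CDH13, or cadherin H, rose with rcSF3 in E7 cultures from 2970 ± 893 to 6440 ± 2020, and CDH4, or cadherin R, from 4180 ± 534 to 8260 ± 630 (SD, n = 3 each). The log2 fold changes were 1.11 (SE 0.25, adjusted p = 0.0038) and 0.99 (SE 0.11, adjusted p = 1.7e-05). In E14 cultures they were -0.06 (SE 0.19, adjusted p = 0.89) and 0.03 (SE 0.08, adjusted p = 0.88). The ages differed for CDH4, by 0.96 (SE 0.15, adjusted p = 0.00027), and not past the threshold for CDH13 (1.17, SE 0.35, adjusted p = 0.054, and 0.041 with the replicate number as a block). CDH11 had a log2 fold change of 0.07 in E7 cultures (SE 0.38, adjusted p = 0.91). CDH1, or E-cadherin, rose in E14 cultures by 1.27 (SE 0.28, adjusted p = 0.01; 0.93 with signals raised to 104), a call lost in an unmoderated analysis of variance (adjusted p = 0.055). Of 7 cadherins, 2 rose and 1 fell in E7 cultures, and 1 rose in E14 cultures (2 and 1, and 2, when adjusted over the list alone), and the group did not pass the camera test in E7 (adjusted p = 0.44) or E14 cultures (adjusted p = 0.43).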

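CTNNA1, which encodes alpha catenin, had a log2 fold change of 0.21 with rcSF3 in E7 cultures (SE 0.08, adjusted p = 0.067), and CTNNB1, which encodes beta catenin, of -0.13 (SE 0.07, adjusted p = 0.16). In E14 cultures the values were 0.02 (SE 0.07, adjusted p = 0.92) and 0.13 (SE 0.06, adjusted p = 0.2). The E7 value of CTNNA1 passed the threshold in 5 of 17 other settings (adjusted p from 0.029 to 0.24 over all), among them the replicate number as a block (adjusted p = 0.036). Of 11 catenins and cadherin partners, 2 rose and 1 fell in E7 cultures (the same when adjusted over the list alone). The 1 that fell was JUP, which encodes plakoglobin (-0.41, SE 0.12, adjusted p = 0.02), a call lost in 4 of 17 other settings, among them without replicate 1 of rcSF3 (adjusted p = 0.082) or replicate 2 of SF3 (adjusted p = 0.079). In E14 cultures limma called 0 of the 11, and 4 had an unadjusted p under 0.05.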

**Figure 13:**
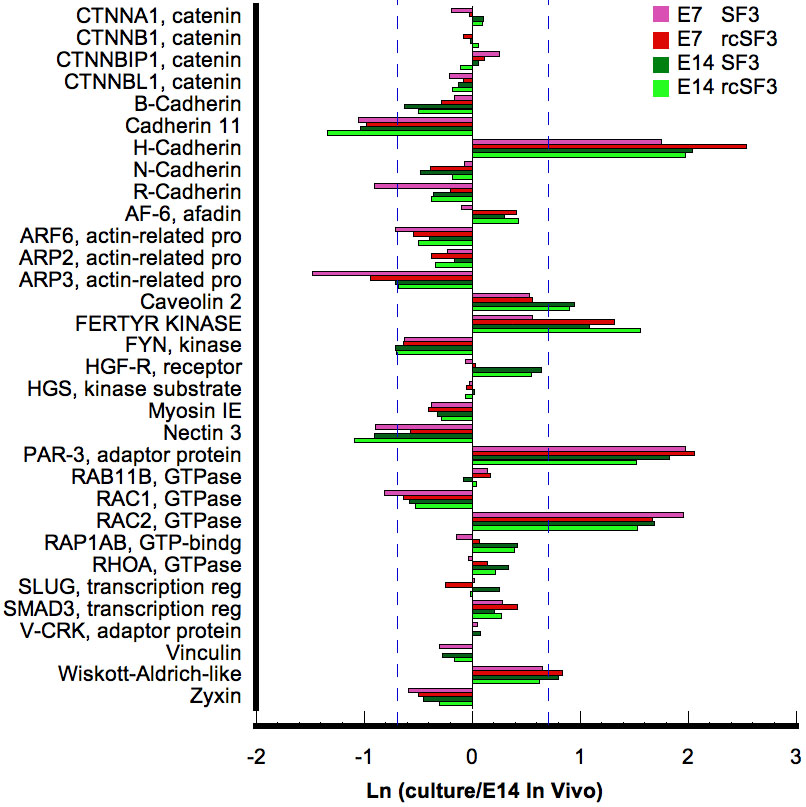
The effects of rcSF3 and embryonic age on the genes of the adherens junction are limited to Arp3, H-cadherin, and R-cadherin. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

The tight and adherens junctions are co-assembled by a complex process in which they share many proteins. Because rcSF3 removes discontinuities in the tight junctional strands, genes important for the assembly (Af-6, Jam A, Par-3, Par-6, and ZO-1) were examined previously in detail [42]. Those data demonstrated the mRNA expression was minimally regulated by rcSF3 in confirmation of the microarray data. 

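AFDN, which encodes the adaptor Af-6 (afadin), rose with rcSF3 in E7 cultures by 0.72 on the log2 scale (SE 0.19, adjusted p = 0.012), and its other probe set did not pass. The call was lost without replicate 2 of rcSF3 (adjusted p = 0.052), without replicate 3 of SF3 (adjusted p = 0.054) and in an unmoderated analysis of variance (adjusted p = 0.052). PARD3 had a value of -0.16 in E7 cultures (SE 0.06, adjusted p = 0.079). In E14 cultures AFDN had 0.22 (SE 0.18, adjusted p = 0.49) and TJP1 had 0.02 (SE 0.11, adjusted p = 0.96). The ages were not shown to differ for AFDN (0.50, SE 0.27, adjusted p = 0.34) or TJP1 (0.54, SE 0.17, adjusted p = 0.066, and 0.04 with the replicate number as a block). No probe set used here carries the symbol F11R for Jam A.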

The current study indicates that rcSF3 also fails to affect small GTPases that regulate assembly, including the repressor activator protein 1 (Rap1) and cell division cycle 42 (Cdc42; Figure 6 and Figure 13). 

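CDC42 rose with rcSF3 in E7 cultures by 0.27 on the log2 scale (SE 0.05, adjusted p = 0.0018), with every rcSF3 array above every SF3 array. RAP1A rose by 0.28 (SE 0.09, adjusted p = 0.036), and RAP1B had a value of -0.02 (SE 0.07, adjusted p = 0.83). The call for RAP1A was lost in 7 of 17 other settings, among them leaving out replicate 2 or 3 of rcSF3 or replicate 2 of SF3 (adjusted p up to 0.17). In E14 cultures CDC42 had 0.11 (SE 0.06, adjusted p = 0.3) and RAP1A had -0.01 (SE 0.08, adjusted p = 0.96). The ages were not shown to differ for CDC42 (0.17, SE 0.07, adjusted p = 0.22) or RAP1A (0.29, SE 0.13, adjusted p = 0.2).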

As noted, Arp3, a regulator of actin dynamics was regulated by rcSF3 in both E7 and E14 cultures.

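In E14 cultures ACTR3 had a signal of 5180 ± 231 in SF3 and 5100 ± 426 in rcSF3 (SD, n = 3), a log2 fold change of -0.02 (SE 0.09, adjusted p = 0.9). Its difference from the E7 response did not pass (0.32, SE 0.11, adjusted p = 0.12, and 0.028 with a replicate block within each serum state, chosen after seeing the data). Other subunits of the Arp2/3 complex moved differently in E7 cultures, where ARPC1A fell by 0.50 (SE 0.08, adjusted p = 0.00022) and ARPC1B fell by 1.01 (SE 0.21, adjusted p = 0.002). Of 9 subunits, 1 rose and 3 fell in E7 cultures (2 and 4 when adjusted over the list alone), and 0 rose and 1 fell in E14 cultures (0 and 2 over the list alone). With serum in E14 cultures the complex passed the camera test as lower with rcSF3 (adjusted p = 0.029; adjusted p = 0.60 with an estimated correlation), although limma called 0 of its members (1 with an unadjusted p under 0.05), and after quantile normalization it did not pass (adjusted p = 0.076).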

The cortical ring of actin filaments, together with myosin II, can put tension on the apical junctional complex to regulate permeability [43]. Actin filaments and microtubles also contribute to barrier properties by regulating the movement of vesicular transport across the cell, vesicle-plasma membrane fusion events and the polarized distribution of membrane proteins [44–46]. The majority of the mRNAs for cytoskeletal proteins and their regulators were expressed within 2× of E14 levels, and few were affected by rcSF3 (Figure 14). 

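WDR1, which helps cofilin to take actin filaments apart, rose with rcSF3 in E7 cultures from 861 ± 67 to 1740 ± 146 (SD, n = 3), a log2 fold change of 1.01 (SE 0.11, adjusted p = 6.5e-06). FMN1 rose by 0.99 (SE 0.10, adjusted p = 3.3e-06) and the exchange factor gene ARHGEF4 by 1.63 (SE 0.18, adjusted p = 1.1e-05). The microtubule genes MAP2 and KIF9 rose by 0.60 (SE 0.16, adjusted p = 0.01) and 0.59 (SE 0.14, adjusted p = 0.0063), and the call for MAP2 was lost without replicate 2 of rcSF3 (adjusted p = 0.051). KIF3A and KIF3B had values of -0.05 (SE 0.16, adjusted p = 0.87) and 0.18 (SE 0.18, adjusted p = 0.5). PLS3, which encodes plastin 3, went from 208 ± 82.5 to 122 ± 21.2, a log2 fold change of -0.71 (SE 0.27, adjusted p = 0.067), and its other probe set fell past the threshold. The first probe set was called lower without replicate 3 of SF3 and with a replicate block within each serum state, the latter chosen after seeing the data. In E14 cultures FMN1 rose by 0.88 (SE 0.12, adjusted p = 0.00034), WDR1 had 0.35 (SE 0.14, adjusted p = 0.12) and ARHGEF4 had 0.45 (SE 0.19, adjusted p = 0.16), with adjusted p of 0.012 and 0.014 with a replicate block within each serum state, chosen after seeing the data. The ages differed for ARHGEF4, by 1.17 (SE 0.27, adjusted p = 0.011).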

Besides Arp3, the largest effects of rcSF3 were to increase expression in E7 of plastin3, WD repeat domain, Formin, RhoGEF4A, ArhGEF16, Map2, Kif3. 

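VIL1, which encodes the microvillar protein villin 1, had a signal of 4610 ± 322 in E7 and 1120 ± 256 in E14 cultures in SF3 (SD, n = 3). The log2 fold change between the ages was -2.07 (SE 0.15, adjusted p = 4.6e-10). With rcSF3 the value of VIL1 was -0.05 in E7 cultures (SE 0.10, adjusted p = 0.77) and -0.29 in E14 cultures (SE 0.18, adjusted p = 0.33). The probe set for LIMS2, a protein of the Lim family, was not shown to differ between the ages (-0.04, SE 0.08, adjusted p = 0.74), and whether it is the gene called Lim 2 is not known here.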

Age-related differences included villin 1 (more overexpressed on E7) and Lim 2 (more underexpressed on E7).

**Figure 14:**
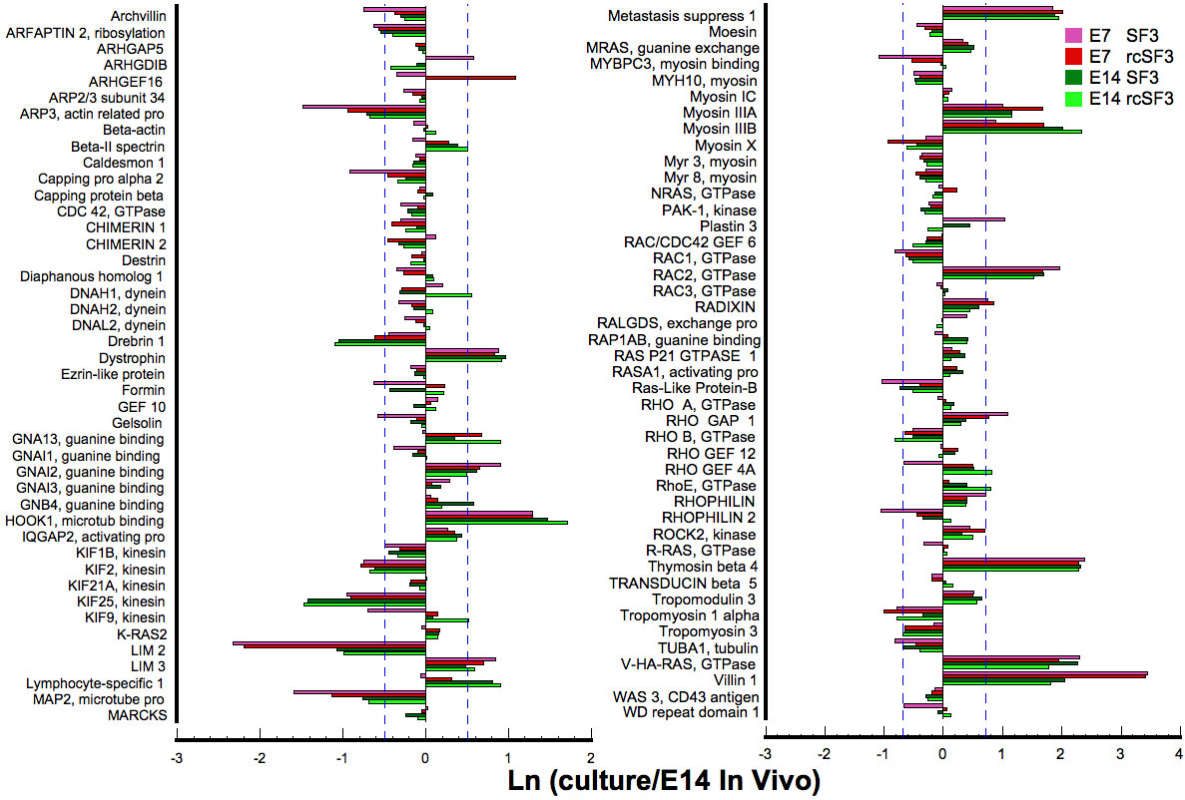
Effect of embryonic age and rcSF3 on genes that regulate actin and microtubule dynamics. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

### Plasma membrane

A second component of a blood-tissue barrier governs the transcellular pathway. Broadly speaking, this entails a polarized distribution of the receptors, pumps, channels and transporters of the plasma membrane. Matrix receptors help induce this polarity which enables vectorial transport of solutes across the cells.

Unlike the aforedescribed cohorts of mRNAs, 36% of mRNAs for plasma membrane transport were not detected by microarray analysis of the cells in culture (Table 4). Because the energy source for transmembrane transport primarily comes from the ion gradients generated by the Na,K-ATPase, it is essential for cell survival and was expressed in all cultures close to the levels observed in vivo (Figure 15). By contrast the expression of the mRNAs for various ion transporters observed in vivo [1] were the least preserved (Table 4). 

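Potassium channel genes moved both ways with rcSF3 in E7 cultures, where 2 of 13 rose and 4 fell (2 and 5 when adjusted over the list alone). KCNJ5, an inward rectifier, went from 230 ± 30.6 to 30.2 ± 25.2 (SD, n = 3), a log2 fold change of -3.58 (SE 0.65, adjusted p = 0.00085). The rcSF3 signal lies under the filter level of 89.5, and with signals raised to 104 the change is -1.14. KCNK2 fell by 3.17 (SE 0.17, adjusted p = 2.2e-08), and KCNQ1, a channel of epithelia, rose by 1.48 (SE 0.17, adjusted p = 2e-05). KCNJ2 and KCNJ3 had values of -0.27 (SE 0.25, adjusted p = 0.46) and -0.90 (SE 0.44, adjusted p = 0.16). In E14 cultures 1 of 11 rose and 2 fell (the same over the list alone). KCNMA1, the large-conductance channel gated by calcium, fell by 1.00 (SE 0.11, adjusted p = 9.1e-05), against a value of -0.03 in E7 cultures (SE 0.12, adjusted p = 0.9) and a difference between the ages of 0.97 (SE 0.17, adjusted p = 0.0012). KCNK2 fell by 1.18 (SE 0.25, adjusted p = 0.008). The group did not pass the camera test in E7 (adjusted p = 0.39) or E14 cultures (adjusted p = 0.46).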

Interestingly, the expression of the mRNA for several K^+^ conductance channels were downregulated by rcSF3. The expression of these channels was also downregulated during normal embryonic development [1]. The exception was KCNJ13, which is upregulated during normal development and stably expressed in culture.

**Table 4:** Ion transporters and channels expressed in vivo, but not detected in culture

**Apical membrane**	**Basal membrane**	**Unknown polarity**
Like Na^+^, K^+^, 2Cl^-^ cotransporter (splice isoform A)	Like Na^+^ conductance (voltage-gated, type 8)	ATP2B1, Ca^2+^-ATPase
*KCNJ3, K^+^-inwardly rectifying channel	L-type Ca^2+^ Channel	NDCBE1, Na^+^-driven Cl^−^HCO3 exchanger
*KCNJ5, K^+^-inwardly rectifying channel	CACNA1B, L-type Ca^2+^ Channel	KCND2, K^+^-voltage-gated channel
KCNA4, K^+^-voltage-gated channel	CACNA1C, L-type Ca^2+^ Channel	TASK2, volume-sensitive K^+^-channel
KCNC1, K^+^-voltage-gated channel	CACNB4, Ca^2+^ Channel	KCNC1, K^+^-voltage-gated channel
SLC24A2, Na^+^/K^+^/Ca^2+^ exchanger		*TALK-1, K^+^- channel
		SLC16A5, moncarboxylic transporter

For every cohort of genes described in this study, there were examples of genes that were expressed in vivo but not in culture. By far, ion transporters where the cohort that had the highest percentage of genes that cultured cells failed to express. Strikingly, most of these were potassium and calcium channels. The asterisk represents undetected in E14 cultures only.

**Figure 15:**
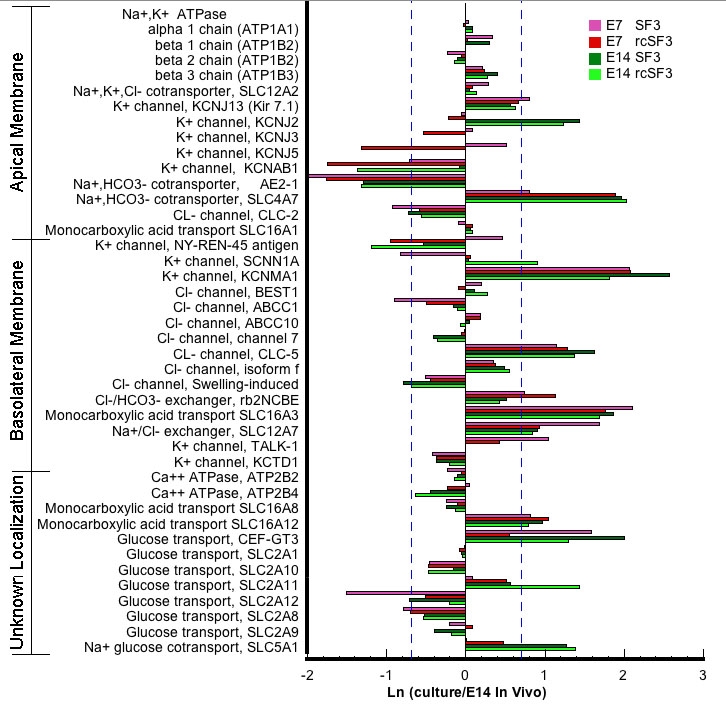
Effect of embryonic age and rcSF3 on genes that regulate transport across the plasma membrane. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

An increase in transcellular glucose transport becomes essential for retinal function, as tight junctions develop to effectively block the paracellular pathway. In vivo, this entails the upregulation of a select group of facilitated glucose transporters and a sodium-glucose cotransporter. Previous studies demonstrated that GLUT 1 (SLC2A1) mRNA and protein, but not GLUT 3 (CEF-GT3), increased after E14, when the tight junctions became impermeable to glucose [47]. However, subsequent examination of the transcriptome during normal development revealed that the mRNA for many other glucose transporters were expressed. Although GLUT 3 and GLUT 12 (SLC2A12) are not developmentally regulated in vivo, the expression of their mRNAs was made more in vivo-like by rcSF3 in E7 and E14 cultures (Figure 15). SLC2A1, 8, 9, and 11 are upregulated during development in vivo, but only SLC2A11 was upregulated by rcSF3 in both E7 and E14 cultures. These are all facilitated glucose transporters, but one Na^+^ glucose cotransporter (SLC5A1) was expressed that could drive vectorial transport of glucose, and its expression increased during normal development. 

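SLC2A14, whose probe set stands for GLUT3 here, fell with rcSF3 from 2880 ± 519 to 1010 ± 189 in E7 cultures and from 4220 ± 616 to 2110 ± 169 in E14 cultures (SD, n = 3 each). The log2 fold changes were -1.52 (SE 0.14, adjusted p = 1.5e-06) and -0.99 (SE 0.11, adjusted p = 0.00011). SLC2A12 rose by 1.42 (SE 0.15, adjusted p = 8.6e-06) in E7 and by 0.75 (SE 0.13, adjusted p = 0.0017) in E14 cultures. SLC2A11 rose by 0.75 (SE 0.13, adjusted p = 0.00068) in E7 and by 1.19 (SE 0.14, adjusted p = 0.00015) in E14 cultures. SLC2A1, which encodes GLUT1, had a value of -0.11 in E7 cultures (SE 0.05, adjusted p = 0.15) and 0.05 in E14 cultures (SE 0.07, adjusted p = 0.71). SLC2A8 and SLC2A9 had 0.10 (SE 0.08, adjusted p = 0.4) and 0.63 (SE 0.25, adjusted p = 0.08) in E7 cultures, and SLC2A9 passed in 3 of 16 other settings (adjusted p from 0.042 to 0.23 over all). Of 9 glucose transporters, 3 rose and 1 fell in E7 and 2 rose and 1 fell in E14 cultures (4 and 1, and 2 and 1, when adjusted over the list alone). In SF3, 7 of the 9 were higher in E14 than in E7 cultures and 0 lower (the same over the list alone; camera adjusted p = 0.0084, and adjusted p = 0.084 with an estimated correlation).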

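SLC5A1, which encodes the sodium-glucose cotransporter, rose with rcSF3 in E7 cultures from 198 ± 64 to 434 ± 93.6 (SD, n = 3). The log2 fold change was 1.15 (SE 0.22, adjusted p = 0.0011). In E14 cultures it had 907 ± 282 in SF3 and 919 ± 163 in rcSF3, a value of 0.05 (SE 0.27, adjusted p = 0.93). The difference between these responses did not pass (a ratio of 2.14, SE 0.37 on the log2 scale, adjusted p = 0.092, and 0.047 with the replicate number as a block). In SF3, SLC5A1 was higher in E14 than in E7 cultures by 2.19 (SE 0.26, adjusted p = 9e-07). From the effects of rcSF3 and age, the paper proposes that this cotransporter drives glucose into the subretinal space once the barrier has formed.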

Notably, mRNA for the SLC5A1 was upregulated by rcSF3 and was greater in E14 than E7 cultures. These data support the hypothesis that this Na^+^ cotransporter drives the transport of glucose into the subretinal space after the blood-retinal barrier has formed.

The vectorial transport of lactate across the RPE monolayer is governed by a family of monocarboxylate transporters that have a polarized distribution in the plasma membranes [48]. The expression of these mRNAs (SLC16A1, 3, 8, and 12) was not affected by embryonic age or rcSF3 (Figure 15).

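Among the lactate transporters, SLC16A1 rose with rcSF3 in E7 cultures by 0.25 on the log2 scale (SE 0.06, adjusted p = 0.0079), and SLC16A3 fell by 0.52 (SE 0.10, adjusted p = 0.0014). SLC16A8 and SLC16A12 had values of 0.19 (SE 0.07, adjusted p = 0.055) and 0.22 (SE 0.07, adjusted p = 0.038), and SLC16A8 passed in 4 of 17 other settings (adjusted p from 0.012 to 0.17 over all). The call for SLC16A12 was lost in 10 of 17 other settings (adjusted p up to 0.15), among them leaving out replicate 1 or 2 of rcSF3 or replicate 1 or 3 of SF3, and that for SLC16A1 without a variance trend (adjusted p = 0.052). In E14 cultures the log2 fold changes of these 4 lay between -0.23 and 0.20, not past the threshold (adjusted p from 0.19; 0.049 for SLC16A3 with the replicate number as a block within each serum state, chosen after seeing the data). The carboxylate transporter SLC16A9 rose in E7 cultures by 1.35 (SE 0.15, adjusted p = 7.9e-06). Between E7 and E14 cultures in SF3, SLC16A12 was higher by 0.33 (SE 0.07, adjusted p = 0.00053) and SLC16A3 lower by a log2 fold change of -0.39 (SE 0.11, adjusted p = 0.0084), the latter lost without replicate 1 of SF3 from E14 (adjusted p = 0.056) or replicate 2 of SF3 from E7 (adjusted p = 0.071). Of 7 transporters of the family, 3 rose and 1 fell in E7 cultures and 1 rose in E14 cultures (4 and 1, and 1, when adjusted over the list alone).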

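Of 12 integrins measured in E7 cultures, 0 rose and 2 fell with rcSF3 (1 fell when adjusted over the list alone). ITGB5, a partner of integrin alpha V in phagocytosis, fell by 0.53 (SE 0.09, adjusted p = 0.00063) in E7 and by 0.36 (SE 0.08, adjusted p = 0.01) in E14 cultures, the latter lost without replicate 2 of SF3 (adjusted p = 0.052). The signal of ITGAV, integrin alpha V, was 10400 ± 565 in SF3 and 11600 ± 618 in rcSF3 in E7 cultures (SD, n = 3), a log2 fold change of 0.16 (SE 0.10, adjusted p = 0.28). ITGA8 had 85.9 ± 24.2 and 68.5 ± 18.9, a value of -0.33 (SE 0.31, adjusted p = 0.47). In E14 cultures 1 of 11 integrins fell (1 over the list alone). The group did not pass the camera test in E7 (adjusted p = 0.17) or E14 cultures (adjusted p = 0.29).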

The expression of extracellular matrix receptors was minimally effected by rcSF3 (Figure 16). The largest deviations from normal expression were observed for an overexpression of the integrin β1 binding protein and integrin α_8_. Although there are no photoreceptor outer segments in the culture medium one of the receptors for them, integrin α_V_, was also overexpressed. However, its coreceptor, CD36, was not detected in E7 or E14 cultures. The extracellular matrix plays an important role in regulating cell behavior. Although many of the collagens are targeted for the inner layers of Bruch’s membrane, the collagen IVs and laminins would be in the RPE basal lamina, where they can influence RPE behavior. 

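Several genes of the basement membrane rose with rcSF3. NID1, which encodes the linker protein nidogen 1, rose by 1.30 (SE 0.18, adjusted p = 8.6e-05) in E7 and by 1.33 (SE 0.11, adjusted p = 9.2e-06) in E14 cultures. The collagen IV gene COL4A2 rose by 0.71 (SE 0.14, adjusted p = 0.0014) in E7 and by 0.77 (SE 0.16, adjusted p = 0.0069) in E14 cultures. COL4A5 and COL4A6 rose in E7 cultures, by 0.52 (SE 0.08, adjusted p = 0.00031) and 0.51 (SE 0.12, adjusted p = 0.0041). In E14 cultures COL4A5 had a value of 0.03 (SE 0.08, adjusted p = 0.86), and the ages differed by 0.49 (SE 0.11, adjusted p = 0.0066). LAMA3, a laminin chain, fell by 1.13 in E7 cultures (SE 0.23, adjusted p = 0.002), and the proteoglycan gene HSPG2 fell by 0.78 (SE 0.11, adjusted p = 0.00012). Of 17 collagens and laminins of the basement membrane, 4 rose and 3 fell in E7 cultures (the same when adjusted over the list alone; camera adjusted p = 0.42). In E14 cultures 3 of 16 rose and 0 fell (3 and 1 over the list alone; camera adjusted p = 0.28). With serum in E14 cultures the group was higher with rcSF3 (camera adjusted p = 0.029; adjusted p = 0.49 with an estimated correlation).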

Notably, some of the collagen IV mRNAs were underexpressed, whereas many of the laminin mRNAs were slightly overexpressed.

**Figure 16:**
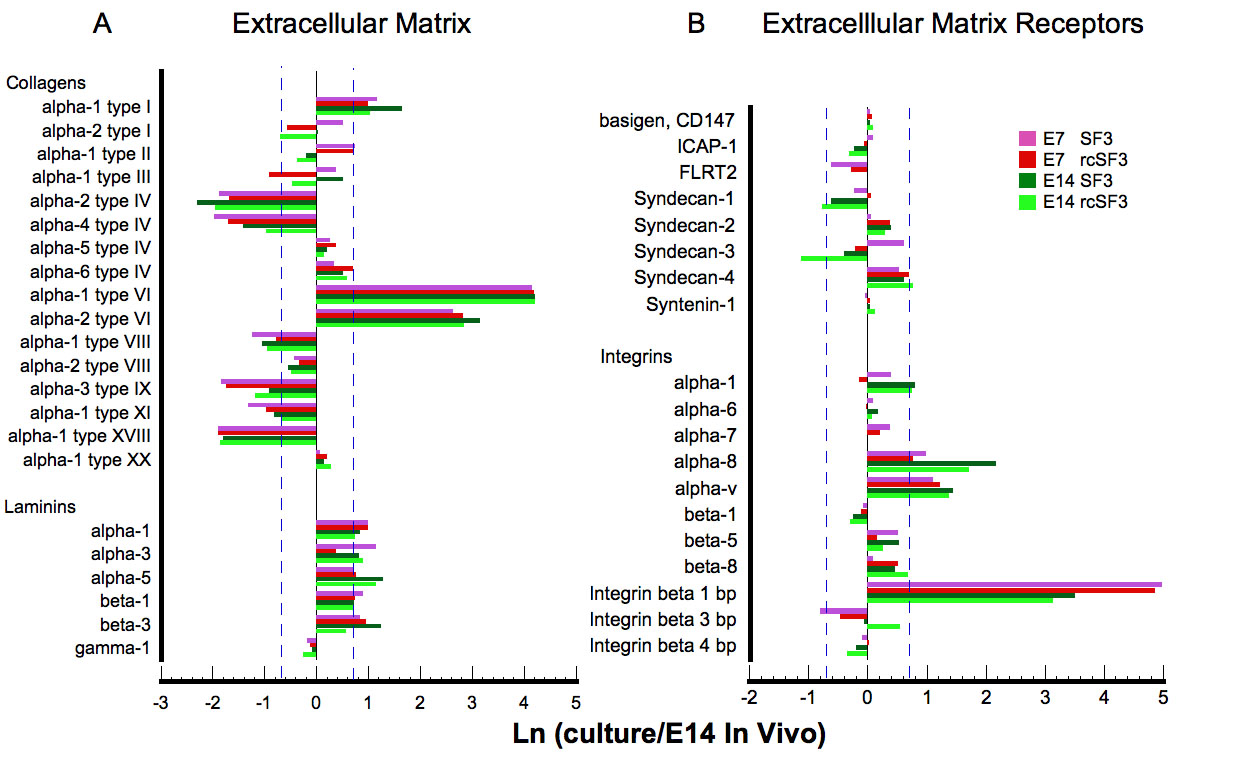
Effect of embryonic age and rcSF3 on genes for extracellular matrix components and their receptors. The ratio of (expression in culture)/(expression in native E14 RPE) is expressed as a natural logarithm. The dashed lines at ±0.7 represent a 2X deviation from expression on E14 in vivo. Complete gene descriptions and values for hybridization to the microarray are included in Appendix 6.

## Discussion

The environment guides differentiation and maintains the phenotype of any cell. Pathology is often the normal response of a cell to an abnormal environment. Retinal detachment can cause multilayering of RPE [49], exposure of RPE to vitreous can cause proliferative vitreal retinopathy [50,51], accumulation of drusen in Bruch’s membrane and degeneration of the retina or choroid cause pathological responses in the RPE [52–54]. To retain native properties in culture, spontaneously or virally transformed RPE can mitigate this pathologic response [6,55]. Useful as transformed lines are, the most highly differentiated culture models derive from primary or secondary cultures of RPE that were isolated from developing eyes. To achieve this success, the natural environmental stimuli had to be replaced by highly specialized media [2–5,28]. But questions remain about how these cultures deviate from normal RPE and what signal transduction pathways mediate the effects of natural environmental stimuli. Our first step was to develop a molecular definition of differentiation [1].

Our hypothesis was that a natural stimulus would promote the differentiation of E7 RPE in culture and help maintain the phenotype of E14 RPE. Even in basal culture conditions, RPE expressed 85%–90% of the genes normally expressed, including high levels of RPE-specific proteins such as RPE65, bestrophin, and lecithin:retinol acyltransferase (LRAT). The cells had a cobblestone appearance and ZO-1 and occludin were localized to apical junctional complexes. These makers were incomplete measures of differentiation, as rcSF3 applied to the apical surface of the RPE promoted further differentiation of tight junctions [10]. The rcSF3 had an impact on many RPE functions by adjusting the expression levels of certain mRNAs to bring them into balance with other members of the same or interacting cellular pathways. Because each cellular pathway functions in the context of the others, the relative level of a gene’s expression is as important as whether or not the gene is expressed. As might be expected, the ability of rcSF3 to promote differentiation was incomplete. Previous studies demonstrated synergistic interactions between rcSF3 and stimuli in the basal environment [10] and the current study extends that observation to include serum (Figure 2, Table 2, Appendix 2, and Appendix 6). Statistical analysis demonstrated that the expression of many genes was modulated by the combined action of serum and rcSF3. Further, direct contact with the neural retina was needed to polarize the distribution of proteins such as integrin α_V_ and the Na,K-ATPase [12,13]. Among the genes most upregulated by rcSF3 were a family of receptors that mediate cell-cell interactions. The Eph receptors are inside-out and outside-in signal transducers that sense the environment to regulate the three-dimensional architecture of a tissue [31,32]. The expression of Eph receptors in RPE suggests they also mediate cell-cell interactions among the cells of the outer retina. Therefore, the analysis of rcSF3 is only the first step in understanding a web of interactions that regulate the RPE and integrate it into a functional retina.

E14 retinal conditioned medium had a greater impact on E7 than E14 cultures. For most of the affected genes, mRNA levels approached that of E14 RPE in vivo, but there were examples of the opposite effect. Serum was another source of stimuli that affected the expression of many genes. Cluster analysis demonstrated that serum and retinal conditioned medium often acted synergistically to modulate the effects of the other (Figure 2, Table 2, Appendix 2). This synergy merits further study, but was hampered by significant variability in lots of serum that became evident during studies by quantitative RT–PCR. By contrast, the effect of rcSF3 was consistent from preparation to preparation. Although an in-depth statistical analysis of the interactions of rcSF3 and this particular lot of serum might reveal genes that are coordinately regulated, we chose to focus on the effects of rcSF3 with the understanding that potential stimuli that might modulate rcSF3 were absent (e.g., serum, the secretions of choroidal cells and cell-cell contact with the neural retina).

The apical junctional complex is an important sensor of the external environment that regulates cell proliferation, polarity, and the transepithelial diffusion of solutes through the paracellular spaces. The rcSF3 regulates the assembly, fine-structure, and function of this complex [10]. Strikingly, the mRNAs of many components of the adherens, gap, and tight junctions were expressed within 2× of the levels normally seen in the in vivo tissue, and were unaffected by rcSF3. These included many of the adaptor proteins that link transmembrane proteins to effector proteins of the complex. The mRNAs that were regulated tended to be the transmembrane proteins that determine the functionality of the junctions. In the adherens junction, cadherins are receptors that transmit signals via the catenins. Two of the 5 cadherins detected in RPE were regulated by rcSF3, but the catenins were unaffected. In the tight junctions, claudins regulate diffusion across the paracellular pathway by determining the ion selectivity and electrical resistance of the junction [35]. Most of the claudin mRNAs were regulated by rcSF3 in a manner that depended on the claudin and the culture (E7 or E14). By contrast, the adaptor proteins that link claudins to the junctional network and many of the effector proteins were unaffected. With some minor deviations, quantitative RT–PCR largely confirmed the microarray data. Previous studies demonstrated that rcSF3 increased the TER of E7 and E14 cultures by closing discontinuities in the network of tight junctional strands [10]. A simple explanation would be that by increasing claudin mRNAs, there would be more of these strand-forming proteins to close the discontinuities. However, this simple explanation does not account for all of the facts. In chick RPE, the tight junctional network contains 4–5 parallel strands. Why did RPE in basal medium assemble a network with 4–5 parallel strands with discontinuities instead of a network with 2–3 parallel strands that was continuous? Further, rcSF3 actually lowered the protein level of some claudins at the same time it was sealing discontinuities (Figure 9). Therefore, the amount of claudins did not appear to be limiting. There was little effect of rcSF3 on the mRNA levels of putative assembly proteins, as was demonstrated by RT–PCR for the JAM family, AF-6 splice variants, Par 3 and Par 6 [42] or for various scaffold (or adaptor) proteins, as demonstrated in this study. Besides steady-state levels of mRNA, it appears that rcSF3 activated other mechanisms to regulate the distribution and steady-state levels of tight junctional proteins.

To better understand the effect of rcSF3 on the structure and composition of tight junctions, we examined the relationship of the steady-state levels of claudin mRNA and protein. During normal development, there appeared to be a parallel between the protein levels reported here and the mRNA levels reported earlier, although between E14 and E18 claudin 1 decreased, and claudin 12 increased, more that would be predicted from mRNA levels [1]. The culture data suggested that rcSF3 also regulated claudin translation or stability. For example, the mRNA levels of claudins 2, 12, and 20 were unaffected by rcSF3, but rcSF3 caused a decrease in protein level. For claudin 4L2 in E14 cultures, rcSF3 caused a decrease in protein level even though the mRNA increased. Therefore, rcSF3 was able to influence translation or protein degradation, either directly or indirectly. Earlier studies demonstrated that subcellular distribution was another potential point of regulation. There were large nonjunctional pools of claudins 1 and 12 in E7, but not E14, cultures maintained in rcSF3 [10]. Although this appeared to be an effect of embryonic age rather than rcSF3, rcSF3 did appear to regulate the subcellular distribution of claudin 20 in E7 cultures. The combined effect of these modes of regulation was that the steady-state levels of the various claudins relative to one another were different for E7 and E14 cultures. In particular, E14 cultures expressed more claudin 1 and less claudin 2. Because claudin 2 makes junctions leakier to Na^+^ [56], this might explain why E14 cultures exhibited a higher TER even though the fine-structure of the tight junctions is virtually the same for each culture [10]. These data support the model that tight junctions become functional during the intermediate phase of development, but that their selectivity continues to be modulated in response to the changing needs of the retina as it completes its differentiation [8]. The neural retina appears to regulate the expression of claudins through a variety of mechanisms.

Nontranscriptional regulation was particularly important for the zonula occludens family of adaptor proteins, ZO-1, ZO-2, and ZO-3. The mRNAs for ZO-1 and ZO-2 did not change during development even though the steady-state protein levels for both decreased dramatically [17,57]. By contrast, the mRNA for ZO-3 was undetectable in E7 RPE, but increased dramatically between E14 and E18, and ZO-3 protein followed suit. In both cultures, regardless of rcSF3, the mRNA was overexpressed, but ZO-3 itself was substantially overexpressed only in the E7 cultures. E14 cultures expressed much less and rcSF3 decreased steady-state levels of ZO-3 even more.

Activation or deactivation of small GTPases would be another means to regulate the assembly and structure of tight junctions. The assembly proteins are regulated by small GTPases, such as Rap1 and Cdc42, but rcSF3 had no apparent effect on their level of expression. Therefore, attention should focus on guanine exchange factors (GEFs) and GTPase activating proteins (GAPs) that might exert local control on these regulators. RhoGEF4A was upregulated 3× in E7 culture by rcSF3 and 11× in vivo. This GEF is important for neuronal morphogenesis during *Drosophila* embryogenesis [58]. RhoGEF4A activates Rho A, but not Rac 1 or Cdc42 to regulate filamentous actin. Several other genes that were affected by rcSF3-regulated actin dynamics. The importance of filamentous actin for RPE was illustrated by studies of the ARPE19 cell line. Culture media that improved barrier function also caused a redistribution of filamentous actin from stress fibers to circumferential bands affiliated with the apical junctional complex [59].

To relate the apical junctional complex to other pathways that mediate environmental interactions, we should consider the asymmetric nature of the RPE environment. Some of this asymmetry was reproduced in the culture model by growing the cells on a laminin-coated filter, with pituitary hormones supplied on the basal side and rcSF3 on the apical side. Aside from the absence of serum and the secretions of choroidal cells, the basal environment suffers by using commercial, laminin 1 to coat the filters. Laminin 1 is found in the extracellular matrix of embryonic tissues, but is replaced by other isoforms as epithelia differentiate [60,61]. The ability of cultured RPE to remodel the matrix was indicated by the laminins and collagen IVs that it expressed, as these are normal components of the basal lamina (Figure 16). The laminins were overexpressed in culture, which might reflect the cells attempt to remodel the matrix in an appropriate way, but the collagen IV isoforms expressed in vivo were underexpressed. Combined with the overexpression of β1 and α8 integrin chains, the basal signaling pathways of cultured RPE might deviate from normal cells. The absence of contacts with the neural retina might also affect the expression of transporters needed for vectorial transport, because the function of RPE is to regulate the environment for these interactions. Although rcSF3 affected the expression of several transporters, this cohort of genes showed the most substantial differences from gene expression in vivo. An exception to this observation was the expression of glucose transporters. The chick retina is more dependent on glycolysis than the mammalian retina. Previous studies demonstrated that the expression of glucose transporters correlated with the formation of tight junctions in vivo and in culture [47]. The microarray data extend this to a larger collection of facilitated transporters and a Na^+^ cotransporter that are regulated by rcSF3. It would be interesting to see if photoreceptor outer segments would induce the expression or regulated the distribution of the ion transporters.

The RPE of all species forms a blood-retinal barrier, but the specific properties of the barrier shows species variation [62]. This variability is reflected by species differences in the TER and transepithelial electrical potential. Whereas claudins 10 and 19 are prominent in human RPE [2,4,36], claudins 1 and 20 are prominent in chick. Nonetheless, the coordinated differentiation of the outer retina and choroid observed in chicks and mammals suggests there are fundamental, evolutionarily conserved mechanisms that regulate the assembly of the outer blood-retinal barrier [63–65]. This study demonstrates an apical stimulus, secretions of the neural retina, were more effective than a basal stimulus, serum, in regulating the functions of tight junctions and the expression of tight junctional proteins. Although rcSF3 was an effective agent to retard dedifferentiation of E14 cells in culture and promote the differentiation of E7 cells, rcSF3 alone was insufficient to direct RPE cell differentiation. The ability of serum to modulate the effects of rcSF3 suggests an important avenue for future studies of differentiation.

## Appendix 1. E7 and E14 Microarrays

Mean values for hybridization to the microarray is reported in arbitrary units as the natural logarithm. The p statistic for the one-way ANOVA analysis is indicated in column F. To access the data, click or select the words “Appendix 1.” This will initiate the download of an Excel archive that contains the file.

## Appendix 2. E7 and E14 Clusters

The top 50 from the STEM cluster program are listed. The basal condition is set at zero. The data are normalized to allow high expressing and low expressing genes to be represented on the same scale. The graph shows a schematic of how expression changes with culture conditions for each cluser. The x-axis is ordered according to columns C-F of row 7. The statistically significant clusters are colored. To access the data, click or select the words “Appendix 2.” This will initiate the download of an Excel archive that contains the file.

## Appendix 3. Genes most affected by retinal conditioned medium in E7 and E14 cultures: Upregulated genes

The 40 identifiable genes that were upregulated the most by E14 retinal conditioned medium are listed along with the level of expression relative to RPE maintained in basal conditions. Data represent the average of three microarrays that were probed with total RNA from independent experiments. Shading indicates genes that were upregulated in both E7 and E14 cultures. Italicized entries indicated genes that were regulated to the same or greater extent in E7 cultures as in E14 cultures, but were not among the top 40 regulated genes of E7. *Expression level in rcSF3 cultures relative to expression in SF3. ^†^genes that are included in the analyses of RPE specific pathways below. To access the data, click or select the words “Appendix 3.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 4. Genes most affected by retinal conditioned medium in E7 and E14 cultures: Down-regulated genes.

The 40 identifiable genes that were down-regulated the most by E14 retinal conditioned medium are listed along with the level of expression relative to RPE maintained in basal conditions. Data represent the average of three microarrays that were probed with total RNA from independent experiments. Shading indicates genes that were down-regulated in both E7 and E14 cultures. Italicized entries indicated genes that were regulated to the same or greater extent in E7 cultures as in E14 cultures, but were not among the top 40 regulated genes of E7. *Expression level in rcSF3 cultures relative to expression in SF3. ^†^genes that are included in the analyses of RPE specific pathways below. To access the data, click or select the words “Appendix 4.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 5. Quantification of the effect of rcSF3 on the differentiation of E7 RPE in culture.

Select genes characterized in Figure 3 and Table 3 were examined to identify those that E14 rcSF3 upregulated or down-regulated more than 2X in cultures of E7 RPE. For comparison, the second column indicates how gene expression would increase or decrease during normal development [1]. The third and forth columns indicate the level of mRNA expression in different culture conditions relative to expression in vivo on E14. The last, fifth, column indicates the level of expression in rcSF3 cultures relative to SF3 cultures. For many genes, the E14-derived rcSF3 increased or decreased expression in E7 cultures in parallel with an increase or decrease that occurred during normal development. For many genes, the culture/native E14 RPE was closer to the ideal of 1.0 in the rcSF3 cultures. To access the data, click or select the words “Appendix 5.” This will initiate the download of a compressed (pdf) archive that contains the file.

## Appendix 6. E7 and E14 Microarrays

Mean values for hybridization to the microarray is reported in arbitrary units as the natural logarithm. For comparison, column R reports expression in vivo on E14. The p statistic for the one-way ANOVA analysis is indicated in columns J and P. To access the data, click or select the words “Appendix 6.” This will initiate the download of an Excel archive that contains the file.

How the deposited data were processed for this re-analysis (not part of the article)

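RPE was isolated from E7 and E14 chick embryos, cultured on filters, and harvested for RNA on day 9. Each age was kept in 4 media: SF3, SF3 with 2% serum in the basal chamber, rcSF3 (SF3 conditioned by retina for 6 h) with serum, and rcSF3 without serum. By the paper's methods, each biologic repeat was pooled from 6 filters plated on the same day. The 8 groups have 3 arrays each, 24 in all, with 1 array per repeat. One code among the sample labels names serum 2 times and does not name SF3. It was read as rcSF3 with serum, the only medium left without a code.

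The values are intensities of a chicken genome array in 1 color, which the authors computed per probe set with GeneChip Operating Software and deposited on the linear scale. The version of that software and the background step are not given in the sources used here. The authors scaled each array to one global target, and the mean without the highest and lowest 2% of signals was checked to be equal on all 24 arrays. The values table holds 38535 probe sets, of which 96 controls were left out and 38439 used. The deposited intensities were taken as they are and put on the log2 scale, with no further normalization. Fold changes, in log2 units, were computed here from these intensities. Detection calls, which the paper used to define expressed genes, were not used here, nor were the program STEM, the arrays of native RPE, the RT-PCR and the immunoblots. Results for some genes and groups of genes are not reported here.

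Probe sets were filtered by signal. For each age, those with the highest mean log2 signal over its 12 arrays were kept, in the numbers that Table 3 of the paper gives as expressed, 19360 for E7 and 18540 for E14. The lowest mean kept was a signal of 89.5 for E7 and 104 for E14. Tests between ages used the 19794 probe sets kept at either age, and 18106 were kept at both. The median signal of an array lay between 89.3 and 121, so about the same level as the filter, and small changes of dim probe sets are poorly measured. Where the mean of a compared group or several of its arrays lay under the filter level, the text gives beside the larger changes the log2 value with all signals under 104 raised to 104, a bound chosen after the data were seen. Probe sets were named from the platform annotation paired with the values, in which 27168 have 1 gene symbol, 177 have several and 11094 have none. Symbols were checked against a table of RefSeq genes, in which 26853 matched and 0 changed. No gene was named from a probe set with several symbols, and an unnamed probe set is not one without a gene. Where a gene has several probe sets, the kept one with the highest mean over all arrays stands for it, and the text says where others disagree.

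All adjusted p values of single probe sets are from limma 3.58.1 in R 4.3.3, with linear models, a mean-variance trend and moderated variances, adjusted by the method of Benjamini and Hochberg with a threshold of 0.05. Media of 1 age were compared in a model of 4 groups and 12 arrays. The age in SF3, and the difference between ages in the response to rcSF3, were tested in a model of 8 groups and 24 arrays, so that all groups share the estimate of the spread. The effect of rcSF3 is rcSF3 against SF3, that of rcSF3 with serum is rcSF3 with serum against SF3 with serum, and that of serum is SF3 with serum against SF3. The interaction of serum and rcSF3 is the difference between the responses to rcSF3 with and without serum. The effect of culture condition is the moderated F test over the 3 differences from SF3. The means of probe sets that passed it were matched to 26 shapes, and the expected numbers came from permuting the 4 means. The paper used natural logs, a one-way analysis of variance and a p threshold for a false discovery rate of 5%.

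Lists of genes were fixed before the data were examined. They cover functions of the RPE, its junctions, cytoskeleton and transporters, matrix and adhesion, growth and metabolism, targets of signaling pathways and stress responses, and markers of other cell types. There were 39 lists with 747 genes, of which 622 had a symbol here, and the 37 lists with at least 3 measured members were tested as groups with camera, at a preset correlation of 0.01 between genes. Beside each camera call stands the adjusted p with the correlation estimated from the arrays. Genes were named by a rule set in advance. It took, per comparison, the 12 largest increases and the 12 largest decreases among probe sets past the threshold whose 3 arrays of one group lay above the 3 of the other and that carry 1 symbol, every gene the paper's text names for the arrays, and the 2 to 4 members with the lowest p of each list described. Figures were drawn with matplotlib 3.10.9 and pandas 2.3.3 in Python 3.11.15.

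The sample labels number the repeats of each group from 1 to 3, and whether different media with the same number share a plating day is not given in the sources used here. The deviations of same-numbered arrays from their group means were correlated to test this, with a bound of 0.1. Between SF3 and rcSF3 the correlations for repeats 1 to 3 were 0.14, 0.17 and 0.19 in E7 and 0.16, 0.17 and 0.23 in E14 cultures. Between the 2 media with serum they were 0.29, 0.22 and 0.14 in E14 and 0.10, 0.04 and 0.13 in E7 cultures, and between media with and without serum all lay from -0.12 to 0.09. The numbers thus pair the media within a serum state, apart from E7 with serum, and not across serum states. The main models leave this pairing out. A block within each serum state, chosen after seeing the data, takes it in. With that block the E14 counts for rcSF3 went from 1854 to 3033, and with serum from 553 to 1524. The E7 counts went from 5159 to 5946 and from 4024 to 4931, so the main counts set the ages further apart.

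The limma models were tested on simulated data, in which 50 probe sets each were changed by known folds. For rcSF3 in E7 cultures, over 19360 probe sets, 56.0% of those changed 1.5-fold, 68.0% of those changed 2-fold, 98.0% of those changed 4-fold and 98.0% of those changed 8-fold were called, with 10 others. For rcSF3 in E14 cultures, over 18540, the shares were 44.0%, 72.0%, 94.0% and 98.0%, with 11 others. Far fewer probe sets were changed there than passed in the real data (26.6% in E7 and 10.0% in E14 cultures). The simulated noise was also independent between probe sets, so these shares need not hold for the real comparisons. The alternatives set in advance were quantile normalization, an offset of 16 before the log, no filter, the 10000 brightest probe sets, no mean-variance trend, array weights, the replicate number as a block, an unmoderated analysis of variance, all 24 arrays or only the arrays compared in the model, SF3 without serum as the control for rcSF3 with serum, and leaving out each array in turn. For lists they were the estimated correlation, the mean of a gene's probe sets and quantile normalization.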

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

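The tests of explanations below were chosen only after the results were seen, apart from the regroupings of the arrays and the tests of the difference between ages.

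The first group of results was picked out by a difference between groups, since the response to rcSF3 was not the same at the 2 ages. The limma test of that difference passed for 1044 probe sets, and chance can be excluded, as the highest count among the other 99 regroupings drawn was 134. The values that follow are E7 minus E14 on the log2 scale, and for each gene except those named with a lost call below, the call held in every alternative that measured it. Among genes chosen by the size of their response, the differences were 2.63 for TAT, 2.30 for SLC18A2, 2.19 for EPHA3, 2.08 for UAP1, -3.97 for CXCR4 and -3.29 for IL13RA2, with adjusted p of 0.0014, 0.0027, 3e-06, 0.02, 0.0031 and 1.6e-06 from limma. TAT, SLC18A2, UAP1 and CXCR4 have media under the filter level, and with signals raised to 104 the differences are 1.22, 0.95, 0.62 and -3.07. CXCR4 had a signal of 32.8 in SF3 in E14 cultures, which leaves little room for a decrease there. Among genes that the paper names, they were 1.06 for RPE65, -0.71 for BEST1, 0.70 for PRKCD, 0.96 for CDH4, 0.66 for WDR1, 1.17 for ARHGEF4, 1.16 for AXIN2, -0.96 for HDAC9, 0.67 for SLC2A12, 0.36 for SLC16A12, 0.49 for COL4A5 and 0.97 for KCNMA1.

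The difference for PRKCD (limma adjusted p = 0.039) was lost in 12 of 22 alternatives (adjusted p up to 0.12), and the arrays concerned are named beside the paper's statement on this gene. That for SLC2A12 (0.043) was lost in 13 of 22 (up to 0.12), among them without any 1 of the E7 arrays of SF3, replicate 2 or 3 of rcSF3 from E7, replicate 1 or 3 of SF3 from E14, or replicate 1 or 2 of rcSF3 from E14. For SLC16A12 (0.026) it was lost in 10 of 22 (up to 0.08), among them without replicate 1 or 3 of SF3 at either age, replicate 2 of rcSF3 from E7, or replicate 1 or 2 of rcSF3 from E14. For WDR1 (0.029) it was lost in 8 of 22 (up to 0.091), among them without replicate 3 of rcSF3 or replicate 1 of SF3 from E7, or replicate 1 or 2 of rcSF3 or replicate 1 or 3 of SF3 from E14. For UAP1 it was lost in 6 of 21 (up to 0.09), among them without replicate 2 of SF3 from E7, replicate 1 of SF3 from E14 or replicate 1 or 2 of rcSF3 from E14.

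As groups, 6 lists differed between the ages by the camera test. Their median log2 differences were 0.41 for the visual cycle (adjusted p = 0.026, and 0.54 with an estimated correlation), 0.30 for Eph receptors (0.026 and 0.27), -0.27 for cholesterol synthesis (0.026 and 0.68), -0.40 for TGF-beta and BMP targets (0.0069 and 0.24), -0.41 for FGF and MAPK targets (0.026 and 0.27) and 0.57 for retinoic acid targets (0.0074 and 0.09), so none of the 6 passes with an estimated correlation. With the mean of a gene's probe sets, cholesterol synthesis (adjusted p = 0.1) and FGF and MAPK targets (0.12) did not pass the camera test either. The visual cycle and retinoic acid lists share STRA6 and DHRS3.

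A second group was picked out by a signal in genes that the paper's text does not discuss. TAT had the largest increase with rcSF3 at both ages, with log2 fold changes of 5.36 in E7 (3.94 with signals raised to 104) and 2.72 in E14 cultures, higher in all 3 rcSF3 arrays than in all 3 SF3 arrays at each age. Of 16 genes of cholesterol synthesis, 15 were higher with serum in E14 cultures.

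Over the 18106 probe sets kept at both ages, more changed with rcSF3 in E7 than in E14 cultures, 5025 against 1831. A larger spread between the E14 arrays was tested by setting the E14 fold changes on the spread of the E7 arrays, which gave 2299 calls, and the median residual SD was 0.189 in E7 and 0.195 in E14 arrays, so the tables argue against it as the whole reason. If rcSF3 moves E7 cultures toward the E14 state, its changes should follow those of age, and of the probe sets past the threshold both for rcSF3 with serum in E7 cultures and for age in SF3, which share no arrays, 1802 moved the same way and 301 the opposite way (85.7% the same). In E14 cultures with serum, 191 moved the same way and 81 the opposite way (70.2%). A move toward the E14 state may therefore account for part of the E7 response, a hypothesis found and tested on the same data, and a day of culture or hybridization that differs between the ages was not tested.

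The 12 genes with the largest measured decreases with rcSF3 in E7 cultures with serum, among them GNB3, FABP7 and GNAT2, had a median log2 fold change of -3.18, and all 12 also fell past the threshold without serum (median -3.09). Neural retinal cells left after the dissection would lower their markers together. The 21 measured markers of photoreceptors, neurons, glia and progenitors had a median of -0.22 (SD 1.21). Several of them lie near the filter level, and the 12 genes were chosen as the largest decreases, so the 2 medians cannot decide. Bright markers went both ways. GLUL (9570 units with serum alone) and SNAP25 (1620 units) had -0.01 and -0.05, while FABP7 (6040 units) and GNAT2 (2070 units) had -3.09 and -2.66. Of the 21, 5 fell and 1 rose, and 3 of the 21 are among the 12 genes, so a loss of retinal cells, mixed or of a single type, stays open. Scaling between arrays is argued against by a median of -3.19 after quantile normalization, with all 12 past the threshold. A move toward the E14 state also stays open. In SF3, 10 of the 12 were lower in E14 than in E7 cultures past the threshold (median of all 12 -1.97), against 3977 of all 19794 probe sets. Genes picked for a large decrease need a high E7 signal, which favors a lower E14 value. Fewer retinal cells left in E14 cultures would give the same, so these values cannot tell the explanations apart. With serum, rcSF3 lowered 4 of the 9 measured in E14 cultures (median -1.22).

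In E7 cultures 194 probe sets rose with serum and had an interaction below 0, so that serum raised them less, or not at all, when rcSF3 was present. Chance in the E7 arrays that chose them is argued against by the E14 arrays, where 170 of the 193 measured (88.1%) had an interaction below 0, 29 of them past the threshold, against 48.5% of all probe sets. A shift in RNA quality with serum is argued against as the whole reason, since in E14 arrays the actin ratio shifted with serum by -0.36 (SE 0.05) in SF3 and -0.37 (SE 0.05) in rcSF3, while the median of the 193 changed by 0.38 (SE 0.04) in SF3 and -0.06 (SE 0.04) in rcSF3. A lowering of TGF-beta and BMP targets by rcSF3 would give that list an interaction below 0. In E7 cultures its median was 0.38 (SD 0.78), with 11 of 12 members above 0, so the list as a whole did not show this there. The 194 were chosen for an interaction below 0, so their median of -0.94 cannot be weighed against that of the list. In E14 cultures the list had 0.28 (SD 0.72), with 7 of 12 members above 0, against -0.42 for the 193, which lies within that spread. SKIL, 1 of the members of the list, is among the 194, so a lowering of some of these targets stays open. A difference in RNA quality that the actin ratio does not show was not tested, and another biological effect of rcSF3 on the response to serum stays open.

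Regroupings of the arrays were counted for the other comparisons as well. With 3 arrays against 3 there are 10 splits, too few for a share under 0.05. The real split gave 5159 calls for rcSF3, 4024 for rcSF3 with serum and 7365 for serum in E7 cultures, where the highest other gave 0 each time in limma, and 1854, 553 and 4586 in E14 cultures, where the highest other gave 0, 1 and 0. For age in SF3 the real split gave 7003 and the highest other 1. Chance can be excluded, over 100 splits each, for culture condition in E7 (11730, highest other 1280) and E14 cultures (7708, highest other 196), and for the interaction of serum and rcSF3 in E7 cultures (406, highest other 3). In E14 cultures the real split gave 121 calls for the interaction and the highest other gave 26. For the interactions, the additive effects of both factors were subtracted before regrouping. The count of 121 depends on the setting, with 22 without replicate 3 of rcSF3 with serum, 2 with no mean-variance trend and 0 in an unmoderated analysis of variance (2233 with an unadjusted p under 0.05). The regroupings were counted in the main setting only, so chance is not excluded for the interaction in E14 cultures.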

How the results depend on the processing

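The settings with the replicate number as a block within each serum state, and the block for gene lists, are tests chosen only after the results were seen, and the others were planned.

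A count was taken as moved when it changed by more than 1.5 times, and a gene when its call or its direction changed. Of 319 results for single genes, 229 were past the threshold, and 178 of these kept direction and call in every alternative that measured them, while 61 of the 90 not past it never passed. By setting, the results with an unchanged call numbered 311 of 319 with quantile normalization, 318 of 319 with an offset of 16, 303 of 319 with no filter, 232 of 238 in the top 10000 probe sets, 296 of 319 with no mean-variance trend, 314 of 319 with array weights and 279 of 319 with an unmoderated analysis of variance. The counts for rcSF3 in E7 cultures, serum in E14 cultures, culture condition in E14 cultures and age in SF3 stayed within 1.5 times in every alternative, and so did the closest shapes in those run for them.

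Only the choice of control reversed the direction of a result called before or after the change. Set against SF3 without serum instead of SF3 with serum, which adds the effect of serum by construction, rcSF3 with serum changed 8152 probe sets in E7 and 5416 in E14 cultures, and the log2 fold changes became -0.69 for CLDN12, 0.53 for TJP3 and 0.74 for CDH11 in E7 and -0.24 for RPE65 and -0.92 for CLDN20 in E14 cultures, from 0.54, -0.12, -1.31, 0.04 and 0.39.

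With fewer probe sets tested, in the top 10000, the counts were 4797 for serum and 7499 for culture condition in E7 cultures. With no filter they were 249 for the interaction of serum and rcSF3 in E7, 42 for that in E14 and 277 for rcSF3 with serum in E14 cultures. With no mean-variance trend these 3 were 177, 2 and 239. An unmoderated analysis of variance gave 132, 0 (2233 with an unadjusted p under 0.05, and 121 in limma) and 205, and 1179 for rcSF3 in E14 cultures. With all 24 arrays in the model, rcSF3 with serum in E14 cultures gave 888 and the interaction 214, and with only the 6 arrays compared the former gave 359, where fewer arrays estimate the spread. Apart from fewer probe sets or arrays, the cause was not tested.

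The replicate number as a block gave 5496 calls for rcSF3 in E7 and 1912 in E14 cultures and moved no count of probe sets by over 1.5 times. It added calls for CTNNA1 with rcSF3 in E7 (adjusted p = 0.036 in limma), BEST1 and HDAC9 with rcSF3 in E14 (0.046 each), CLDN2 with serum in E14 (0.037), and the differences between ages of ARHGEF16 (0.026), CDH13 (0.041), SLC5A1 (0.047) and TJP1 (0.04). It removed those for CLDN1 with rcSF3 and serum in E7 (0.053), EPHB3 with rcSF3 in E14 (0.051) and the difference between ages of SLC2A12 (0.059), and the lists of TGF-beta and BMP targets with rcSF3 and serum in E7 (camera adjusted p = 0.053) and of retinoic acid targets with serum in E7 (0.051). It added the list of FGF and MAPK targets with rcSF3 and serum in E14 (0.022, from 0.08). It changed no other call of a reported gene. The block within each serum state follows the pairing found between same-numbered arrays, which the main models leave out. As a block within each serum state, the counts were 939 and 507 for the interaction in E7 and E14, 3033 for rcSF3 and 1524 for rcSF3 with serum in E14, and 1901 for the difference between ages, with 18 gene calls added and 0 removed in limma (301 of 319 unchanged). The 18 were CTNNA1 (adjusted p = 0.034) and PLS3 (0.033) with rcSF3 in E7, CLDN20 with serum in E7 (0.043), BEST1 (0.0086), ARHGEF4 (0.014), HDAC9 (0.021), EPHA3 (0.023), SLC16A3 (0.049) and WDR1 (0.012) with rcSF3 in E14, CLDN1 with rcSF3 and serum (0.029) and CLDN2 with serum (0.028) in E14, and the differences between ages of RAB38 (0.045), ARHGEF16 (0.013), CDH13 (5.6e-05), SLC5A1 (0.034), CRB2 (0.0062), ACTR3 (0.028) and TJP1 (0.016). The cause was not tested.

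For the gene lists, camera with an estimated correlation gave 0 calls in each of the 10 comparisons, where the preset correlation gave 1 to 7, and 1 to 6 lists had an unadjusted p under 0.05. The lists past the threshold numbered 2 for serum in E7 cultures after quantile normalization, and in camera 0 with the block (5 with an unadjusted p under 0.05) and 0 with the block within serum state (6), against 1. With the block within serum state they numbered 5 for rcSF3 with serum in E7, against 3, and 8 for rcSF3 in E14 cultures, against 4. That block added fibrillar collagens with rcSF3 (camera adjusted p = 0.021) and with rcSF3 and serum (0.03) and markers of fibroblasts and pericytes with rcSF3 and serum (0.018) in E7 cultures. Added in E14 cultures were the visual cycle, claudins, FGF and MAPK targets and retinoic acid targets with rcSF3 (0.042 each), FGF and MAPK targets with rcSF3 and serum (0.015) and photoreceptor markers with serum (0.037), and between the ages the difference in melanogenesis (0.04). The cause was not tested.

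Leaving out 1 array leaves 2 in its group, and the model pools their spread with the other groups. The counts ranged over 4069 to 4610 for rcSF3, 6071 to 6626 for serum and 10722 to 11343 for culture condition in E7 cultures, 3360 to 3813 for serum and 6768 to 7408 for culture condition in E14 cultures, 772 to 1119 for the difference between ages and 5657 to 6366 for age in SF3. For rcSF3 with serum in E7 they ranged from 2330 (without replicate 1 of rcSF3 with serum) to 3814, with 2621 without replicate 3 of SF3 with serum. For rcSF3 in E14 they ranged from 1055 (without replicate 2 of SF3) to 1544, with 1208 without replicate 1 of rcSF3. For rcSF3 with serum in E14 they ranged from 109 (without replicate 2 of rcSF3 with serum) to 495, with 256 without its replicate 3, and 206 and 265 without replicates 1 and 3 of SF3 with serum.

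The interaction in E7 cultures ranged from 198 to 540. It fell by more than 1.5 times without replicates 1 and 2 of rcSF3 with serum (250 and 198), 2 and 3 of SF3 with serum (211 and 232), 3 of rcSF3 (258), and 2 and 3 of SF3 (219 and 251), each left out alone. In E14 cultures it ranged from 22 to 100, and 10 of the 12 arrays moved it, with 44 and 22 without replicates 2 and 3 of rcSF3 with serum, 28 and 45 without 2 and 3 of SF3 with serum, 53, 54 and 75 without 1, 2 and 3 of rcSF3, and 76, 49 and 55 without 1, 2 and 3 of SF3.

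Quantile normalization kept 79.3% (the interaction in E14) to 96.9% (rcSF3 with serum in E7) of the calls of a comparison, and the largest shift of a median over all probe sets was -0.078 on the log2 scale, for age in SF3. It removed the calls for RAP1A (adjusted p = 0.051 in limma) and SLC16A12 (0.063) with rcSF3 in E7 and RPE65 with serum in E14 (0.088), and added those for SLC16A8 (0.012), SLC2A9 (0.05, rounded up) and LRAT (0.043) with rcSF3 in E7 and BEST1 (0.039) and HDAC9 (0.042) with rcSF3 in E14. It removed the lists of TGF-beta and BMP targets with rcSF3 and serum in E7 (camera 0.068), the visual cycle in the interaction at E7 (0.07) and E14 (0.19), melanogenesis in the interaction at E14 (0.15) and Arp2/3 with rcSF3 and serum in E14 (0.076). It added glycolysis with serum in E7 (0.019), retinoic acid targets with rcSF3 in E14 (0.04), FGF and MAPK targets with rcSF3 and serum in E14 (0.048), the lysosome in the interaction at E14 (0.045) and the difference between ages in melanogenesis (0.043). Signal over background limits dim probe sets, since the filter lies at a signal of 89.5 for E7 and 104 for E14, near the median of an array.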

Differences from the paper's values

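The readings of dimmer probe sets, the values with signals raised to 104 and the block within serum state are tests chosen only after the values were seen, and the other settings below were set before the data were examined.

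The shares of probe sets affected by rcSF3 differ from the paper's in 3 of 4 cases. The thresholds are not the same, since the paper took genes called present, a one-way analysis of variance and a p for a false discovery rate of 5%, and here the brightest probe sets, limma and an adjusted p under 0.05 were used. Without serum, the paper gives 15% for E7 cultures, and 26.6% were found here. Of 16 alternatives, 4 do not differ by the rule used, namely no filter (12.0%) and leaving out replicate 3 of rcSF3 (22.2%), replicate 2 of SF3 (21.0%) or replicate 3 of SF3 (21.7%), and the other 12 do. The paper gives 1.9% for E14 cultures, and 10.0% were found, with all 16 alternatives differing (3.7% to 15.7%). The paper does not state the control for its shares with serum, and SF3 with serum was taken here, so the groups compared are not known to be the same. With serum in E14 cultures the paper gives 12%, and 3.0% were found, with all 17 alternatives differing (0.6% to 29.2%). With serum in E7 cultures the paper's 24% and the 20.8% found here do not differ by the rule, nor do they in 11 of 17 alternatives. They do in the 6 others, with no filter (8.5%), with SF3 without serum as the control (42.1%), and without replicate 1 (12.0%) or 2 (13.9%) of rcSF3 with serum or replicate 2 (15.6%) or 3 (13.5%) of SF3 with serum.

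The paper states that a smaller share was regulated by rcSF3 in the absence of serum. Here the share without serum was the larger at both ages, at 26.6% against 20.8% in E7 and 10.0% against 3.0% in E14 cultures. That order rests on SF3 with serum as the control, which the paper does not state. With SF3 without serum as the control for rcSF3 with serum, the order is the paper's, at 42.1% and 29.2% with serum. With array weights it is the paper's in E7 cultures, at 28.3% with and 24.7% without serum. That more changed in E7 than in E14 cultures holds here with and without serum. Of the genes most regulated in E14 cultures, the paper gives 32% as not regulated in E7 cultures. Here, of the 40 genes most raised and the 40 most lowered, 76 were also measured in E7 cultures, and 20 of these (26.3%) did not pass there.

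For single genes, the values of the paper's figures are on the natural log scale, and those found here are given on it too. For V-YES-1 in E7 cultures the paper shows about 0.8 in Fig. 5, read by eye, and 0.15 was found, and all 16 alternatives differ (0.06 to 0.20). No setting called YES1, which the paper calls regulated in E7 cultures (limma adjusted p from 0.21 to 0.70 over the alternatives). For ARHGEF16 it shows about 1.4 in Fig. 14, read by eye, against -1.46 here, and all 15 alternatives differ (-2.11 to -1.12). The log2 value of -2.10 is -1.06 with signals raised to 104, while the dimmer probe set did not change (log2 fold change 0.00, SE 0.24). For Formin it shows about 0.9 in Fig. 14, read by eye, against 0.69, and all 16 alternatives differ (0.63 to 0.72), while the dimmer probe set of FMN1 gave 0.85. For Arp3 it shows about 0.5 in Fig. 14, read by eye, against 0.20, and all 16 alternatives differ (0.18 to 0.24), while the dimmer probe set of ACTR3 gave 0.52. For plastin 3 it shows about -1 in Fig. 14, read by eye, against -0.49, and all 15 alternatives differ (-0.62 to -0.28), while the dimmer probe set of PLS3 gave -1.05. The readings of RAB38 at both ages (1.08 and 0.61 here), PKC delta (0.62), WD repeat domain 1 (0.70) and the paper's 3-fold increase of ARHGEF4 (3.1-fold here) do not differ in any alternative that measured them. For RPE65 (0.85 here), 3 of 16 alternatives differ, namely quantile normalization and leaving out replicate 2 or 3 of SF3.

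The paper's text names 8 cytoskeletal genes whose expression rcSF3 increased in E7 cultures. Here WDR1, FMN1, ARHGEF4, MAP2 and ACTR3 rose. PLS3 had a log2 fold change of -0.71 (limma adjusted p = 0.067), called lower without replicate 3 of SF3 (0.046) and with the block within serum state (0.033, a setting that removed 0 of the gene calls reported), and its other probe set fell by 1.51. ARHGEF16 fell by 2.10 (by 1.06 with signals raised to 104), where the paper also counts it as overexpressed with rcSF3, as it does AXIN2, which rose here by 1.00. KIF3A and KIF3B had -0.05 and 0.18, called in no setting, and the related KIF9 rose by 0.59. The paper has Arp3 regulated by rcSF3 in E14 cultures too, where ACTR3 had -0.02 (limma adjusted p = 0.9) and its other probe set 0.08 (0.73), and no setting called it.

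The paper finds no effect of rcSF3 on Rap1 and Cdc42. In E7 cultures CDC42 rose here by 0.27 (limma adjusted p = 0.0018) and RAP1A by 0.28 (0.036, lost in 7 of 17 alternatives), while RAP1B in E7 and both of the former in E14 cultures did not pass. It finds SLC16A1, 3, 8 and 12 unaffected by age and rcSF3. In E7 cultures SLC16A1 rose here by 0.25 with rcSF3, SLC16A12 rose by 0.22 (limma adjusted p = 0.038, lost in 10 of 17 alternatives, up to 0.15) and SLC16A3 fell by 0.52, and with age SLC16A12 rose by 0.33 and SLC16A3 fell by 0.39, while SLC16A8 (0.19 with rcSF3 in E7 cultures, limma adjusted p = 0.055) was called in 4 of 17 alternatives, down to 0.012, and with rcSF3 none of the 4 passed in E14 cultures (SLC16A3 at 0.049 with the block within serum state). Lysosomal genes are described as little affected by age or rcSF3. Of 27 here, 12 changed with rcSF3 in E7 (11 lower), 5 with rcSF3 in E14 cultures and 12 with age, and the group passed camera for age alone (adjusted p = 0.0084, and 0.16 with an estimated correlation). Catenins are described as not regulated, and 3 of 11 catenins and their partners passed here in E7 cultures, among them JUP (-0.41), while CTNNB1 (-0.13) and CTNNA1 (0.21) did not. The 3 include the partner AFDN, which is not a catenin, so this count is wider than the paper's statement. CTNNA1 was called in 5 of 17 alternatives. The changes of single genes given in this paragraph are all smaller than 2-fold. The dashed lines of the paper's figures mark a 2-fold deviation from native E14 RPE, which is another comparison.

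Some genes are said to be regulated by serum alone and none by rcSF3 alone. Shapes with an effect of rcSF3 alone held 1891 probe sets in E7 cultures, where 1660.3 were expected, and 642 in E14 cultures, where 1160.9 were expected. These are closest matches, in which neither effect was tested, nor was the excess in E7 cultures. RPE65 had such a shape in E7 cultures, although serum alone raised it past the threshold. The numbers therefore do not count genes regulated by rcSF3 alone. The V-ATPase C2 subunit is said to fall with rcSF3 in E7 cultures. The brighter probe set of ATP6V1C2 had 0.19 and passed in no setting, and the dimmer fell by 1.92 (SE 0.19). The effects on genes of specialized function are described as similar in share to those on the whole transcriptome in E7 cultures. Over the lists fixed here, the shares were 40.4% and 29.8%. These lists are not the paper's cohort and also hold genes of growth, metabolism and stress and markers of other cell types. Bestrophin is described as high regardless of culture condition, and BEST1 was high in all 8 groups here, but fell by 0.44 with rcSF3 in E7 cultures.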

Other observations

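The gene lists and comparisons in this part were planned, and only the block results for lists and the values with signals raised to 104 are from tests chosen after the results were seen.

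Cholesterol synthesis and matrix genes were higher with serum in E14 cultures, where the log2 ratio of 3' to 5' actin signal, a sign of RNA quality, also moved with serum, from 0.75 to 0.40. The same ratio for GAPDH did not move, at -0.13 without and -0.13 with serum. Of 16 genes of cholesterol synthesis, 15 were higher with serum and 0 lower (16 higher when adjusted over the list alone), with a median log2 fold change of 1.18 and a camera adjusted p of 4.3e-14 (adjusted p = 0.1 with an estimated correlation). They include HMGCS1 (1.58, SE 0.19, adjusted p = 4.8e-05), SQLE (1.42, SE 0.14, adjusted p = 9.8e-06), INSIG1 (1.39, SE 0.12, adjusted p = 4.5e-06) and LSS (1.38, SE 0.10, adjusted p = 1e-06). In E7 cultures 5 of the 16 were higher with serum and 0 lower (the same over the list alone; camera adjusted p = 0.36). Fibrillar collagens and interstitial matrix also rose with serum in E14 cultures, with 9 of 18 higher and 1 lower (10 and 2 over the list alone), a median of 0.88 and a camera adjusted p of 0.01 (adjusted p = 0.54 with an estimated correlation). COL1A1 rose by 2.53 (SE 0.32, adjusted p = 8.1e-05) in E14 and by 3.39 (SE 0.31, adjusted p = 3e-06) in E7 cultures. The protease gene MMP7 and the deiodinase gene DIO3 rose in E14 cultures by 3.41 (SE 0.37, adjusted p = 2.1e-05) and 2.90 (SE 0.23, adjusted p = 1.8e-06). Markers of fibroblasts and pericytes did not pass camera with serum, with 4 higher and 0 lower in E7 (adjusted p = 0.23) and 5 higher and 0 lower in E14 cultures (adjusted p = 0.082).

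With serum in E7 cultures, the actin ratio moved from 0.75 to 0.37 and that of GAPDH from -0.14 to -0.09. Targets of retinoic acid rose there with serum, with 3 of 4 higher and 0 lower (the same over the list alone) and a median of 1.58. The camera adjusted p was 0.026 (adjusted p = 0.33 with an estimated correlation, 0.051 with the replicate block and 0.075 with it within each serum state). The 3 higher targets were STRA6 (2.34, SE 0.09, adjusted p = 3.2e-10), RARB (1.21, SE 0.15, adjusted p = 3.4e-05) and 1 other. The vitamin D hydroxylase gene CYP24A1 rose as well (3.89, SE 0.41, adjusted p = 8.6e-06). The interaction of serum and rcSF3 was below 0 for these targets in E7 cultures, with 0 of 4 higher and 3 lower (the same over the list alone; median -0.95, camera adjusted p = 3e-04, and 0.071 with an estimated correlation). It was -0.95 for STRA6 (SE 0.12, adjusted p = 0.00096) and -0.96 for RARB (SE 0.22, adjusted p = 0.033, lost in 11 of 22 alternatives, and its other probe set did not pass). For SKIL, which is on the list of TGF-beta and BMP targets, the E7 interaction was -2.07 (SE 0.21, adjusted p = 0.00018). Values of the interaction in E14 cultures were -1.89 for SKIL (SE 0.21, adjusted p = 0.0046, lost in an unmoderated analysis of variance at 0.063), -1.75 for FAT4 (SE 0.30, adjusted p = 0.019, lost in 4 of 21, and its 3 other probe sets did not pass) and -0.96 for RARB (SE 0.17, adjusted p = 0.019, lost in 7 of 22, and again not passed by the other probe set).

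Between E7 and E14 cultures in SF3, the chloride channel regulator gene CLCA2 and the potassium channel gene KCNJ15 were higher in E14, by 4.96 (SE 0.56, adjusted p = 4e-07) and 4.14 (SE 0.24, adjusted p = 6.7e-12), or 1.80 and 3.84 with signals raised to 104, as their E7 signals lay under the filter level. CXCR4 and the growth factor gene MDK were lower, at -4.78 (SE 0.56, adjusted p = 6.1e-07) and -4.30 (SE 0.35, adjusted p = 2.1e-09), and the value of CXCR4 is -3.07 with signals raised to 104. Visual cycle genes were higher in E14, with 7 of 13 higher and 1 lower (the same over the list alone; median 0.44, camera adjusted p = 0.0088, and 0.40 with an estimated correlation), as were retinoic acid targets, with 3 of 4 higher and 0 lower (the same over the list alone; median 0.58, 0.038 and 0.16). Lower in E14 were targets of TGF-beta and BMP, with 0 of 12 higher and 8 lower (9 lower over the list alone; median -0.56, 0.0084 and 0.16), targets of FGF and MAPK, with 0 of 11 higher and 7 lower (the same over the list alone; median -0.77, 0.0097 and 0.20), and genes of heat shock and the unfolded protein response, with 0 of 19 higher and 9 lower (the same over the list alone; median -0.22, 0.023 and 0.16). ID1 was lower by a log2 fold change of -2.39 (SE 0.36, adjusted p = 1.6e-05) and HSPA5 by -0.84 (SE 0.08, adjusted p = 4.3e-08).

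Other lists passed camera in the comparisons with serum and in the interactions. With rcSF3 and serum in E7 cultures, melanogenesis was higher, with 6 of 14 higher and 1 lower (the same over the list alone; median 0.22, adjusted p = 0.029, and 0.50 with an estimated correlation). In the same comparison targets of TGF-beta and BMP were lower, with 0 of 12 higher and 4 lower (5 lower over the list alone; median -0.26, 0.049 and 0.50, lost with quantile normalization at 0.068 and with the block at 0.053, though not with it within each serum state at 0.018), and targets of FGF and MAPK were lower, with 1 of 11 higher and 8 lower (1 and 9 over the list alone; median -0.64, 0.001 and 0.28). The interaction in E7 cultures was below 0 for the visual cycle, with 0 of 13 higher and 4 lower (1 and 5 over the list alone; median -0.15, 0.022 and 0.82, lost with quantile normalization at 0.07). It was above 0 for the cell cycle, with 1 of 22 higher and 0 lower (3 and 0 over the list alone; median 0.39, 0.002 and 0.47), for TGF-beta and BMP targets, with 1 of 12 higher and 1 lower (4 and 1 over the list alone; median 0.38, 0.018 and 0.47, lost with the mean of a gene's probe sets at 0.27), and for the lysosome (median 0.16, 0.0027 and 0.38), of whose 27 genes limma called 0, and 5 had an unadjusted p under 0.05.

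In E14 cultures the interaction was below 0 for cholesterol synthesis, with 0 of 16 higher and 2 lower (0 and 9 over the list alone; median -0.44, camera adjusted p = 1e-05, and 0.31 with an estimated correlation). Limma called 0 members of the visual cycle (0 higher and 1 lower over the list alone; median -0.14, 0.026 and 0.75, with 4 at an unadjusted p under 0.05) and of melanogenesis (median -0.19, 0.026 and 0.75, with 4), both below 0 and lost with quantile normalization (0.19 and 0.15). It was above 0 for ephrins (median 0.60, 0.026 and 0.31) and markers of fibroblasts and pericytes (median 0.56, 0.01 and 0.65), in which limma called 0 members and 2 and 4 had an unadjusted p under 0.05, and for fibrillar collagens and interstitial matrix, with 1 of 18 higher and 0 lower (2 and 0 over the list alone; median 0.17, 0.026 and 0.65).

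With rcSF3 alone, genes of glycolysis were lower in E7 cultures, with 0 of 15 higher and 8 lower (the same over the list alone; median -0.23, camera adjusted p = 0.033, and 0.56 with an estimated correlation). HK1 fell by 0.82 (SE 0.12, adjusted p = 0.00017). In E14 cultures 0 were higher and 2 lower (the same over the list alone; adjusted p = 0.32). Genes of the cell cycle did not pass in E7 cultures (median -0.52, adjusted p = 0.059), where 0 of 22 were higher and 8 lower (the same over the list alone), among them CDK1 (-1.15, SE 0.14, adjusted p = 2.1e-05) and PLK1 (-1.11, SE 0.21, adjusted p = 0.0012). In E14 cultures 1 of 15 was higher and 0 lower (the same over the list alone; adjusted p = 0.62). Fibrillar collagens and interstitial matrix did not pass in E7 cultures, with 0 of 17 higher and 7 lower (1 and 8 over the list alone; adjusted p = 0.062, and 0.021 with the replicate block within each serum state), nor did markers of fibroblasts and pericytes, with 0 of 9 higher and 4 lower (0 and 5 over the list alone; adjusted p = 0.099), nor cholesterol synthesis, with 2 of 16 higher and 2 lower (the same over the list alone; adjusted p = 0.94). The gap junction gene GJA1 rose by 0.76 (SE 0.07, adjusted p = 3e-06) in E7 and by 0.33 (SE 0.08, adjusted p = 0.021, lost in 6 of 17 alternatives, up to 0.093) in E14 cultures, and GJB1 fell by 0.80 in E7 cultures (SE 0.17, adjusted p = 0.0024). ATP1B1, a subunit of the sodium pump, fell by 0.49 (SE 0.05, adjusted p = 9.6e-06) in E7 and by 0.39 (SE 0.08, adjusted p = 0.0047) in E14 cultures. Connexins and the sodium pump had 2 measured genes each and were not tested as groups.

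The remaining lists did not pass camera with rcSF3 alone at either age. In E7 cultures, the genes higher and lower were 1 and 1 of 8 transcription factors of the RPE (adjusted p = 0.95), 4 and 1 of 8 Wnt targets (0.29), 1 and 1 of 15 hypoxia targets (0.87), 0 and 1 of 4 interferon response genes (0.85), and 4 and 4 of 19 heat shock and unfolded protein genes (0.94), all the same when adjusted over the list alone. For markers of other cells they were 0 and 3 of 10 for photoreceptors (0.42), 3 and 1 of 7 for neurons (0.67), 1 and 2 of 4 for glia and retinal progenitors (0.30), 1 and 0 of 3 for endothelium (0.94), 1 and 1 of 3 for blood cells (0.96), and 0 and 2 of 10 for an epithelial to mesenchymal change (0.45), where the list alone added 1 lower gene each for photoreceptors, glia and endothelium.

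In E14 cultures, the genes higher and lower with rcSF3 alone were 0 and 1 of 8 Wnt targets (adjusted p = 1 in camera), 1 and 3 of 19 heat shock and unfolded protein genes (2 and 4 over the list alone; 0.56), 1 and 1 of 8 photoreceptor markers (1 and 2 over the list alone; 0.45), 0 and 1 of 4 markers of glia and retinal progenitors (0.45), 1 and 0 of 4 blood cell markers (0.45), and 1 and 1 of 10 genes of an epithelial to mesenchymal change (0.62). Limma called 0 of 6 transcription factors of the RPE (1 with an unadjusted p under 0.05; camera 0.88), 0 of 15 hypoxia targets (3; 0.46), 0 of 3 interferon response genes (0; 0.62), 0 of 7 neuron markers (0; 0.84) and 0 of 3 endothelial markers (0; 0.64).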
